# Transcriptional profiling of an *Fd-GOGAT1/GLU1 *mutant in *Arabidopsis thaliana *reveals a multiple stress response and extensive reprogramming of the transcriptome

**DOI:** 10.1186/1471-2164-11-190

**Published:** 2010-03-22

**Authors:** Ralph Kissen, Per Winge, Diem Hong Thi Tran, Tommy S Jørstad, Trond R Størseth, Tone Christensen, Atle M Bones

## Abstract

**Background:**

Glutamate plays a central position in the synthesis of a variety of organic molecules in plants and is synthesised from nitrate through a series of enzymatic reactions. Glutamate synthases catalyse the last step in this pathway and two types are present in plants: NADH- or ferredoxin-dependent. Here we report a genome wide microarray analysis of the transcriptional reprogramming that occurs in leaves and roots of the *A. thaliana *mutant *glu1-2 *knocked-down in the expression of *Fd-GOGAT1 *(*GLU1*; *At5g04140*), one of the two genes of *A. thaliana *encoding ferredoxin-dependent glutamate synthase.

**Results:**

Transcriptional profiling of *glu1-2 *revealed extensive changes with the expression of more than 5500 genes significantly affected in leaves and nearly 700 in roots. Both genes involved in glutamate biosynthesis and transformation are affected, leading to changes in amino acid compositions as revealed by NMR metabolome analysis. An elevated glutamine level in the *glu1-2 *mutant was the most prominent of these changes. An unbiased analysis of the gene expression datasets allowed us to identify the pathways that constitute the secondary response of an *FdGOGAT1/GLU1 *knock-down. Among the most significantly affected pathways, photosynthesis, photorespiratory cycle and chlorophyll biosynthesis show an overall downregulation in *glu1-2 *leaves. This is in accordance with their slight chlorotic phenotype. Another characteristic of the *glu1-2 *transcriptional profile is the activation of multiple stress responses, mimicking cold, heat, drought and oxidative stress. The change in expression of genes involved in flavonoid biosynthesis is also revealed. The expression of a substantial number of genes encoding stress-related transcription factors, cytochrome P450 monooxygenases, glutathione S-transferases and UDP-glycosyltransferases is affected in the *glu1-2 *mutant. This may indicate an induction of the detoxification of secondary metabolites in the mutant.

**Conclusions:**

Analysis of the *glu1-2 *transcriptome reveals extensive changes in gene expression profiles revealing the importance of Fd-GOGAT1, and indirectly the central role of glutamate, in plant development. Besides the effect on genes involved in glutamate synthesis and transformation, the *glu1-2 *mutant transcriptome was characterised by an extensive secondary response including the downregulation of photosynthesis-related pathways and the induction of genes and pathways involved in the plant response to a multitude of stresses.

## Background

Nitrogen is an important nutrient for plants and a limiting factor in plant development. It is mainly in the form of nitrate through nitrate transporters that nitrogen is taken up by plants. Nitrate is first reduced to nitrite and subsequently to ammonium through the action of nitrate reductase (EC 1.7.1.1) and nitrite reductase (EC 1.7.7.1), respectively. Glutamine synthetase (EC 6.3.2.1) catalyses the incorporation of this ammonium into glutamate and thereby producing glutamine. Subsequently, glutamate synthase transfers the amide amino group of glutamine to 2-oxoglutarate, yielding two molecules of glutamate. Production of glutamate is a key point in the synthesis of a variety of organic molecules, such as nucleic acids, amino acids and secondary metabolites (for review: [1]; Figure 1).

**Figure 1:**
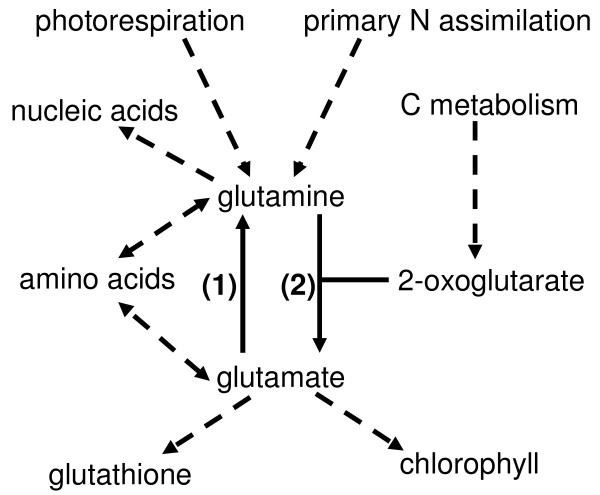
**The central role of glutamine/glutamate in plant metabolism**. The central role of glutamine/glutamate in plant metabolism is represented schematically. Plain arrows indicate the enzymatic reactions catalysed by glutamine synthetase (1) and glutamate synthase (2). Dashed arrows represent pathways that feed into or are affected by these two key amino acids. The representation is inspired by Forde and Lea [48].

Besides the function in primary nitrogen assimilation, the GS/GOGAT pathway plays a central role in the reassimilation of ammonium produced by photorespiration (for review: [2]). Photorespiration is a photosynthesis-related pathway where O_2 _is taken up and CO_2 _is released due to the oxygenation of ribulose-1,5-biphosphate (RuBP) catalysed by RuBP carboxylase/oxygenase [3].

Plants possess two forms of glutamate synthase, which are both localized in plastids. One uses NADH as electron donor and is commonly called NADH-GOGAT (EC 1.4.1.14; GOGAT for "glutamine oxoglutarate aminotransferase"). The other one uses ferredoxin as electron donor and is called Fd-GOGAT (EC 1.4.7.1)(for review: [4]). In *Arabidopsis thaliana*, NADH-GOGAT is encoded by a single gene (*At5g53460*) whereas Fd-GOGAT is encoded by two genes, previously called *GLU1 *(*Fd-GOGAT1*, *At5g04140*) and *GLU2 *(*Fd-GOGAT2*, *At2g41220*)[5]. The two genes encoding Fd-GOGAT in *A. thaliana *show contrasting patterns of expression, with *Fd-GOGAT1 *expression being highest in leaves, whereas *Fd-GOGAT2 *is mostly expressed in roots [5,6]. Total glutamate synthase activity in *A. thaliana *is to a very large extent due to ferredoxin-dependent glutamate synthase, Fd-GOGAT1 contributing most [5,7]. *Fd-GOGAT1 *and *Fd-GOGAT2 *expression is also regulated differently: light causes a dramatic increase in *Fd-GOGAT1 *whereas *Fd-GOGAT2 *expression is not or only slightly affected. Similarly, *Fd-GOGAT1 *but not *Fd-GOGAT2 *expression is induced by sucrose [5]. Both Fd-GOGATs are localized to plastids but a mitochondrial localisation of Fd-GOGAT1 has also recently been shown [8].

Plants deficient in Fd-GOGAT activity have been described in *A. thaliana*, under several names (*gluS *[9], *gltS *[7], *gls *[5], *glu1 *[8]), and in other species such as barley and tobacco [10,11]. A chlorotic phenotype and a lethal phenotype under photorespiratory conditions, which indicate the importance of glutamate synthase in the respiratory pathway, are characteristic for Fd-GOGAT mutants [5,9].

The aim of the study was to characterise the transcriptional reprogramming that occurs in an *A. thaliana *mutant named *glu1-2*, knocked-down in the expression of *Fd-GOGAT1 *(*GLU1*; *At5g04140*) and to relate this to metabolic and phenotypic changes observed for this mutant.

We report here the genome wide transcriptional analysis by microarray and the metabolic profiling by NMR spectroscopy of *in vitro *grown *glu1-2 *mutant plantlets. These analyses identified substantial reprogramming of several pathways and processes in the mutant. These include primary and secondary nitrogen assimilation, leading to changes in the levels of certain amino acid, and photosynthesis related processes. The mutant was also affected in flavonoid biosynthesis and exhibited extensive transcriptional changes indicating the induction of multiple stress responses.

## Results and Discussion

### Phenotype of the *glu1-2 *mutant

An *A. thaliana *mutant presenting a T-DNA insertion in the *Fd-GOGAT1 *(*GLU1, GLS1; At5g04140*) gene was used in the present study. This mutant will hence be referred to as *glu1-2 *mutant hereafter. Under the *in vitro *growth conditions that were used in the present study, *glu1-2 *mutant plants exhibited a moderate chlorotic phenotype and reduced growth compared to wild-type Col-0 plants (Figure 2).

**Figure 2:**
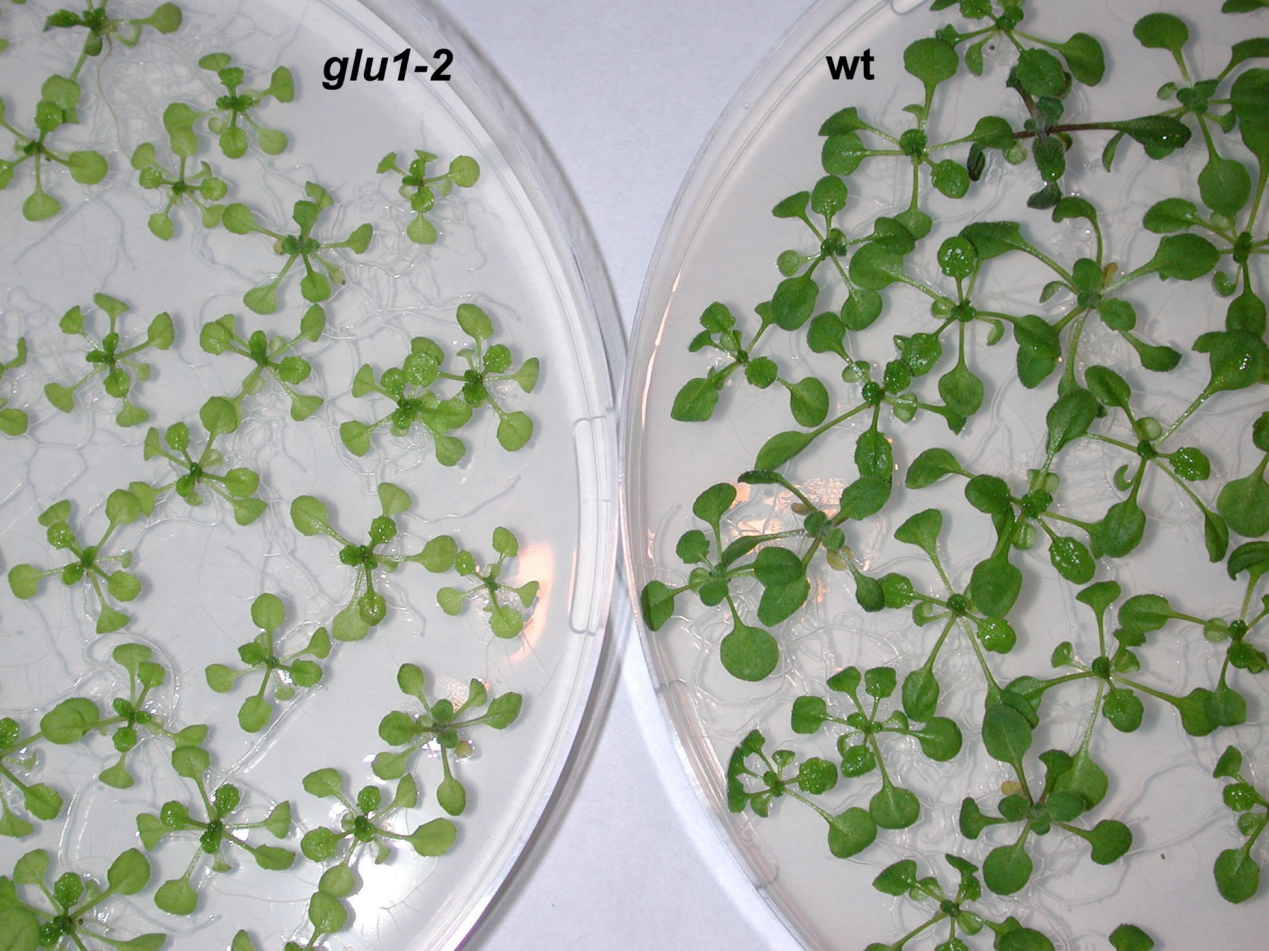
**Chlorotic phenotype of *glu1-2 *mutant plants**. Picture showing the chlorotic phenotype of eighteen-day old *glu1-2 *mutants (left) compared to Col-0 wild-type plants (right) grown *in vitro*.

### Global overview and comparison of gene datasets that are affected in the *Fd-GOGAT1 *mutant leaves and roots

Changes in gene expression in leaves and roots of 18 day old *in vitro *grown *A. thaliana glu1-2 *plantlets were analysed using a genome wide microarray approach. This analysis showed that the expression of a high number of genes was affected in the *glu1-2 *mutant. 

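RNA from rosette leaves and, separately, from roots was hybridised to 16 Affymetrix ATH1 arrays, 4 of glu1-2 and 4 of the wild type Col-0 for each organ. The plantlets were 18 days old and were harvested 2 h after the light came on in a 16 h photoperiod. The values analysed are the RMA expression measures of the authors, quantile normalized and summarised per probe set, on a linear scale and rounded to whole numbers. They were taken to log2 for every test. The median intensity of an array lay between 97 and 110. Rounding moves a value by at most 0.12 on the log2 scale at the lowest intensity, 6, and by 0.00692 at the median over all arrays, 104. Within each organ, glu1-2 was compared with the wild type by an unpaired limma fit over 8 arrays, and a probe set passed at a Storey q under 0.01, the threshold in the paper's methods. Differences between the organs in the effect of glu1-2 were tested by their own contrast over all 16 arrays. Of 22266 probe sets tested (controls excluded), the platform annotation used here names 1 gene for 13226 and several genes for 481. A further 595 probe sets were named by matching the authors' own replicate values in Additional file 1, whose copy used here holds only genes induced in leaves, so that the match of these probe sets with the paper is by construction. Genes named only in this way, such as NRT1.7, UGT74E2, UGT75B1 and UGT85A1 below, could appear only as higher in leaves. For this reason the 595 probe sets were not used in counts over lists of genes, and the lists cover only part of each family or pathway. A list member is called measured where the platform annotation names a probe set for it, and other members have probe sets that are unnamed here. Where the mean of a group lies under an intensity of 32, signal was not separated from background, and a difference from that group can be read only as a lower bound. The number of arrays, 4 per group, limits the precision of every value.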

Only genes whose expression was identified as being significantly changed at P = 0.01 were retained.

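In leaves, 3154 probe sets were higher and 3054 lower in glu1-2, together 6208 or 27.9% of those tested. In roots, 352 were higher and 280 lower, together 632 or 2.84% (limma, q under 0.01, n = 4 arrays per genotype and organ). The median absolute log2 difference of the probe sets that passed was 0.55 in leaves and 0.56 in roots. At an unadjusted p under 0.05, 9329 probe sets passed in leaves and 4052 in roots. The difference in effect between the organs was itself past the threshold for 5754 probe sets, with 2902 more positive and 2852 more negative in leaves. The root counts fell on leaving out any 1 root array, to between 210 and 284 higher and between 128 and 216 lower, where the test also has fewer arrays. Without root glu1-2 replicate 2, 210 were higher and 128 lower, and without root glu1-2 replicate 3, 220 were higher. The number lower in roots was 176 without root glu1-2 replicate 1, 169 without root wild type replicate 3 and 167 without root glu1-2 replicate 4. These are counts of probe sets, not of genes.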

With 5615 genes whose expression were significantly affected (either induced or repressed) in leaves versus 687 genes in roots, there was an 8-fold difference in the number of affected genes between the two organs (Table 1). This was most likely due to the fact that *Fd-GOGAT1*, as opposed to *Fd-GOGAT2 *and *NADH-GOGAT*, has a much lower expression in roots than in leaves, which will be discussed later on. Some probes hybridizing to genes encoded by mitochondrial and chloroplastic genomes were found in the dataset of genes downregulated in leaves of the *glu1-2 *mutant. 

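Probe sets for both organellar genomes were measured, and how far their signal follows transcript abundance was not tested. Of 76 probe sets of the plastid genome, 12 were lower and 0 higher in glu1-2 leaves (limma, q under 0.01), or 2 lower when adjusted over the list alone, with a median log2 difference of -0.42. Among those that passed, the largest falls were in atpA (-1.11), psbA (-1.07), psaB (-1.06) and psbC (-0.88). For psbA the log2 intensity was 9.37 ± 0.37 in the wild type and 8.31 ± 0.32 in glu1-2 (SD, n = 4), a difference of -1.07 with a standard error of 0.189 (limma, q = 0.000409). Of 16 probe sets of the mitochondrial genome, 4 were lower in leaves (3 when adjusted over the list alone), namely nad1 (-0.76), ccb452 (-0.56), nad4L (-0.36) and nad7 (-0.29). Both means of nad7 and the glu1-2 mean of nad4L lie under an intensity of 32, so a fall of nad7 is not shown to be above background. In roots, 0 of either list passed. The camera test with a preset correlation of 0.01 gave an adjusted p = 4.63e-05 for the plastid list and 0.0021 for the mitochondrial list in leaves, but with an estimated correlation the adjusted p was 0.531 and 0.155. In roots it gave 0.521 and 0.0046, and the second became 0.274 with an estimated correlation. The number of plastid probe sets lower in leaves was 4 without wild type replicate 1, 6 without wild type replicate 2, 7 without wild type replicate 3 and 5 without wild type replicate 4, and 19 without glu1-2 replicate 1 and 7 without glu1-2 replicate 2. The number of mitochondrial ones was 7 without glu1-2 replicate 2 and 2 without wild type replicate 3.
In leaves the calls of atpA, psbC, psaB, nad4L and nad7 each ended when 1 array was left out, for more than 1 choice of array, where the test also has fewer arrays. Without wild type replicate 1 the q was 0.0232 for atpA, 0.0278 for psbC, 0.0197 for psaB and 0.0119 for nad7, and without wild type replicate 2 it was 0.0174, 0.0211, 0.0161 and 0.0168. Without wild type replicate 3 it was 0.0142 for psbC, 0.0111 for psaB, 0.0115 for nad4L and 0.019 for nad7. Leaving out wild type replicate 4 gave 0.014 for atpA, 0.012 for psbC, 0.0122 for psaB, 0.01 for nad4L and 0.0105 for nad7. The q of nad7 was 0.0217 without glu1-2 replicate 1, that of psbC was 0.0167 without glu1-2 replicate 2, and without glu1-2 replicate 4 it was 0.0113 for atpA, 0.011 for psaB and 0.012 for nad7. By Benjamini-Hochberg adjustment and by limma with an intensity trend and robust moderation, atpA, psbC, psaB and nad7 did not pass, and by the latter neither did nad4L. In roots psbC passed without wild type replicate 3 (0.38, q = 0.00851). With each array shifted to the same median, 23 plastid and 10 mitochondrial probe sets were lower in leaves, without the dimmest probe sets 21 and 7, and at q under 0.05 32 and 11. By Benjamini-Hochberg adjustment 5 plastid ones were lower, and with all 16 arrays in one fit 8 mitochondrial ones.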

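The number of probe sets higher in glu1-2 divided by the number lower was 1.03 in leaves and 1.26 in roots. The balance in leaves turns with the scaling and the threshold, with 2873 higher and 4016 lower when each array is shifted to the same median, and 4401 higher and 4566 lower at q under 0.05. Among those with an absolute log2 difference of at least 1, 547 were higher and 406 lower in leaves, against 26 higher and 27 lower in roots.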

Within each organ the ratio between number of induced and the number of repressed genes was only slightly biased towards induction (1.09 in leaves and 1.27 in roots). When comparing the change fold in expression between the *glu1-2 *mutant and the wild-type, the log_2 _ratio of affected genes in leaves varied between 6.41 and -5.73 whereas that in roots was much more moderate with a variation between 1.71 and -2.61 (Additional file 1).

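Among probe sets that passed the test, log2 differences in leaves ran from 6.41 (UGT74E2, AT1G05680) to -5.75 (the probe set of Fd-GOGAT1). AT2G18190 rose by 6.06 and ABCB4 (AT2G47000) by 5.66, both lower bounds from wild type means under an intensity of 32. After Fd-GOGAT1, the largest falls in leaves among probe sets with a gene name were AT1G13650 (-4.37), AT1G66100 (-3.81), AT2G15020 (-3.06) and AT1G62510 (-3.05). In roots, UMAMIT14 (AT2G39510) rose by 1.71, from 7.09 ± 0.04 to 8.80 ± 0.28 (SD, n = 4, standard error of the difference 0.116, limma q = 1.29e-05). LSH10 (AT2G42610) rose by 1.55, AT1G68040 by 1.53 and AT1G52820 by 1.52. The largest fall in roots was AT5G35940 with -2.61, from 7.89 ± 0.18 to 5.28 ± 0.18 (standard error 0.107, limma q = 4.57e-07), ahead of AT4G00910 with -2.28. AT5G35940 and AT4G00910 did not pass the test in leaves (0.06 and 0.08), and the organ difference of both did (limma, q = 4.2e-11 and 8.56e-09).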

**Table 1:** Overview of genes differentially expressed between the *glu1-2 *mutant and the wild-type mutant

Organ	Change in expression	Number of genes
leaf	increased	2957

leaf	reduced	2708*

root	increased	384

root	reduced	303

Number of genes genes whose expression is significantly (P = 0.01) increased or reduced in the respective *glu1-2 *mutant organ versus that in wild-type. The details on the affected genes are given in Additional file 1.

*this number includes genes from mitochondrion and plastid genomes.

In *glu1-2 *mutant leaves, 2865 of the 2957 (almost 97%) induced genes were exclusively affected in this tissue (Figure 3). 

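Of the 3154 probe sets higher in leaves, 3065 (97.2%) did not pass the test in roots and 89 did. Not passing in roots is not by itself a difference between the organs. Of the 5934 probe sets that passed in leaves and not in roots, in either direction, 4633 had an organ difference past the threshold (limma, 16 arrays).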

The 92 genes whose expression was also affected in roots, were almost equally distributed between induced (50) and repressed (42). genes. Among the 2708 genes repressed in leaves, 2540 (almost 94%) were only affected in leaves. 

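Among the 3054 probe sets lower in leaves, 2869 (93.9%) did not pass in roots and 185 did. Of these 185, 116 were higher in roots and 69 lower. Independent lists of these sizes would share 48.3 and 38.4 (odds ratio 3.17, p = 1.47e-20, and 2.08, p = 7.55e-07, Fisher's exact test, two-sided). All 116 probe sets lower in leaves and higher in roots had an organ difference past the threshold, which their selection for opposite directions makes nearly certain. Genes are not independent of each other, so these p-values are descriptive. In all, 274 probe sets passed in both organs, where independent lists would share 176.2. These numbers depend on single root arrays. Without root glu1-2 replicate 2 the 274 became 144, the 116 became 63 and the 69 became 28.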

Of the remaining 168 genes that are repressed in leaves and affected in roots, there is a clear bias towards induction. In *glu1-2 *roots, 228 out of 384 (over 59%) induced genes and 199 out of 303 (over 65%) repressed genes were exclusively affected in this tissue. 

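In roots, 190 of 352 higher probe sets (54.0%) and 168 of 280 lower ones (60%) did not pass in leaves. Without root glu1-2 replicate 2, where the test also has fewer arrays, these were 115 and 79. Of the 358 together, 243 had an organ difference past the threshold. Of those that also passed in leaves, 162 were higher and 112 lower in roots. Among probe sets higher in leaves, 46 were higher in roots and 43 lower, where independent lists would share 49.9 and 39.7 (p = 0.590 and 0.546, Fisher's exact test, two-sided), and without root glu1-2 replicate 2 the 43 became 21.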

Among the remaining genes, which were also affected in leaves, the induced ones were more prevalent than the repressed ones, irrespective of whether they were up-or down-regulated in leaves.

**Figure 3:**
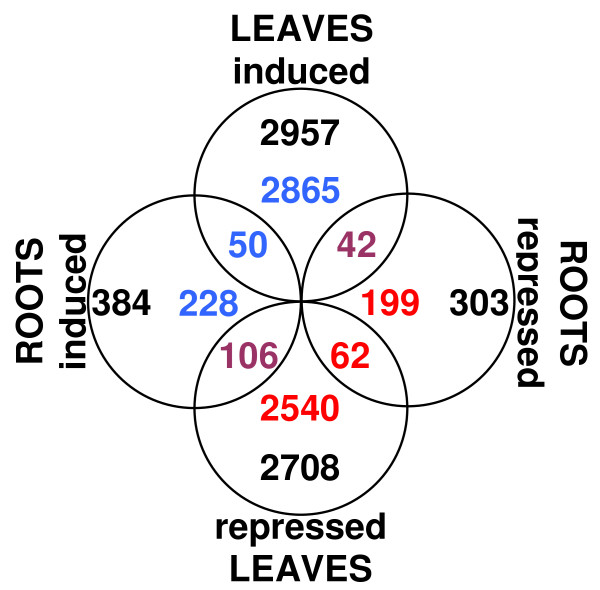
**Overview of the transcriptional changes in the *glu1-2 *mutant**. Venn diagram representing the genes that are significantly (P = 0.01) affected in the *glu1-2 *mutant versus wild-type plants. The total number of genes induced or repressed in leaves or roots are indicated in black. Induced genes are indicated in blue and repressed genes are indicated in red. Genes that are affected in both roots and leaves but show differential regulation are indicated in violet.

### Analysis of overrepresented gene ontologies and affected pathways among affected genes in the *glu1-2 *mutant indicates a reprogramming of several biological processes

As seen above, a large number of genes are affected in the *glu1-2 *mutant, notably the leaves, which indicates that a profound transcriptional reprogramming takes place. The schematic representation by Mapman [12] illustrates to what extent different cellular processes and metabolic pathways are affected in the *glu1-2 *mutant (Figure 4). In order to identify the most relevant ones, an unbiased analysis of affected gene ontologies (GOs) and pathways was performed.

**Figure 4:**
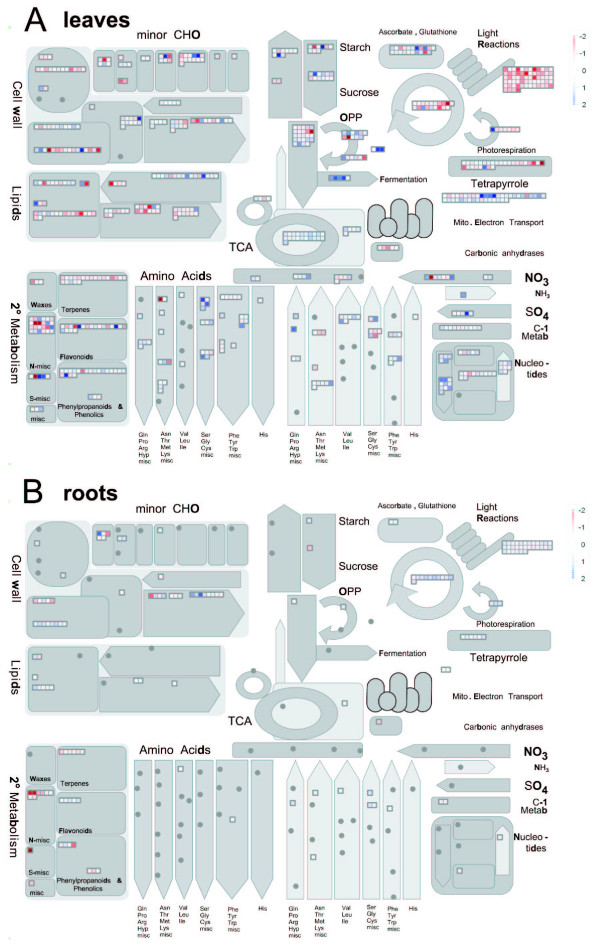
**Metabolic pathways covered by the transcriptional changes affecting the *glu1-2 *mutant**. Overview of expression changes in metabolic pathways in *glu1-2 *mutant leaves (**A**) and roots (**B**) using the MapMan software [12]. Represented are only the genes showing a significant (P = 0.01) change in expression between the *glu1-2 *mutant and the wild-type and that have been attributed to the respective bins by MapMan. Genes whose expression is increased or decreased in the *glu1-2 *mutant tissue versus the corresponding wild-type tissue are shown by an increasingly intense blue and red colour, respectively. The graduation can be seen on the scale that is represented in the top right corner of each subfigure. A change in expression of log_2 _= 2.0 scale was chosen as giving full saturation.

An analysis of overrepresented GO terms of the "biological process" classification using GOstat [13](P = 0.01 level with FDR/Benjamini correction) on the different *glu1-2 *transcriptional datasets was performed. The results of this analysis are shown in detail in Additional file 2 and summarised below.

When this analysis is applied to the genes whose expression is affected in *glu1-2 *leaves, not discriminating between induced and repressed ones, 54 overrepresented GO_biological_process terms are identified. When the datasets are separated into genes induced or repressed in *glu1-2 *leaves, 73 and 19 overrepresented GO terms are identified respectively. In comparison, only 13 GO_biological_process terms are overrepresented among the affected (induced or repressed) genes in *glu1-2 *roots. Analysis on *glu1-2 *root-induced and -repressed genes separately identifies 34 and 0 overrepresented GO_biological_process terms, respectively. When combining expression patterns from leaves and roots 2 GO_biological_process terms are overrepresented among affected genes, while the subset of genes downregulated in leaves and upregulated in roots reveals three additional overrepresented GO_biological_processes. Two terms are overrepresented among genes induced in both organs of the *glu1-2 *mutant (Additional file 2).

Hence, GOstat identifies in total 124 unique GO_biological_process terms (confounded levels) that are overrepresented in the *glu1-2 *transcriptional profile changes (Additional file 2). Analysis with two further algorithms, PathExpress [14] and GeneBins [15], gave overlapping results to the ones obtained by GOstat as to which biological processes and pathways are affected in the *glu1-2 *mutant. These results are therefore not further detailed in the text but are shown in Additional files 3 and 4.

Visualisation of the networks of GO terms that are enriched in the *glu1-2 *mutant versus wild-type, using the Cytoscape [16] plug-in ClueGO [17], illustrates the complexity of the transcriptional response in *glu1-2 *mutant leaves (Figures 5 and 6). Notably, among genes upreglated in *glu1-2 *leaves GO terms related to metabolic processes of nitrogen and carbohydrate compounds (Figure 5), the regulation of transcription and the response to a diversity of stimuli are overrepresented. GO categories related to the latter two are also overrepresented among downregulated genes in *glu1-2 *leaves, in addition to photosynthesis and pigment/porphyrin biosynthesis (Figure 6). Although the complexity of GO-term networks enriched in the *glu1-2 *mutant roots versus wild-type roots is reduced (Figure 7), the T-DNA insertion in *Fd-GOGAT1 *has nevertheless a considerable impact on the root transcriptome as evidenced by the number of affected genes (i.e. 687) and the affected GO-terms (Additional files 2 to 4).

**Figure 5:**
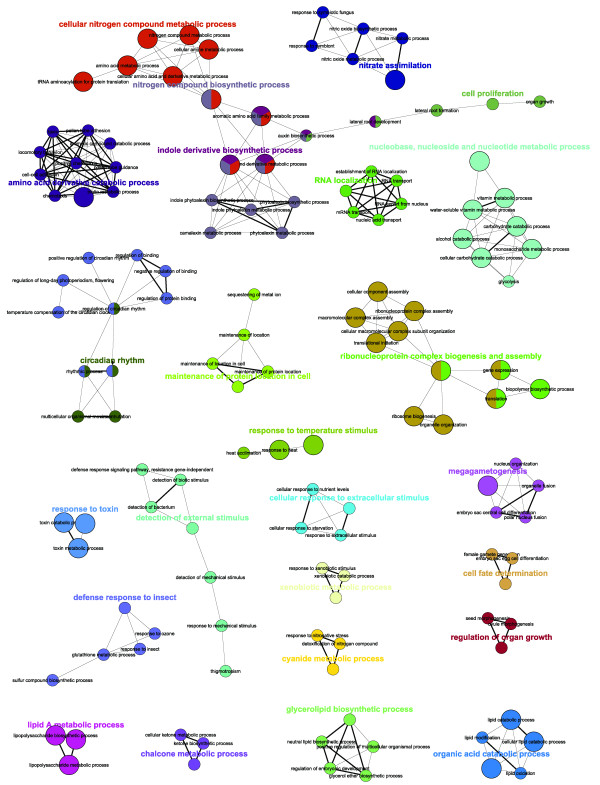
**Network representations of enriched GO categories amongst genes induced in *glu1-2 *mutant leaves**. Representations generated by ClueGO [17] of functionally grouped networks of enriched GO categories among genes whose expression is induced in leaves of the *glu1-2 *mutant compared to leaves of the wild-type. GO terms are represented as nodes based on their kappa score level (≥ 0.3), only networks with at least three nodes being represented. The node size represents the term enrichment significance. The label of the most significant term is used as leading group term.

**Figure 6:**
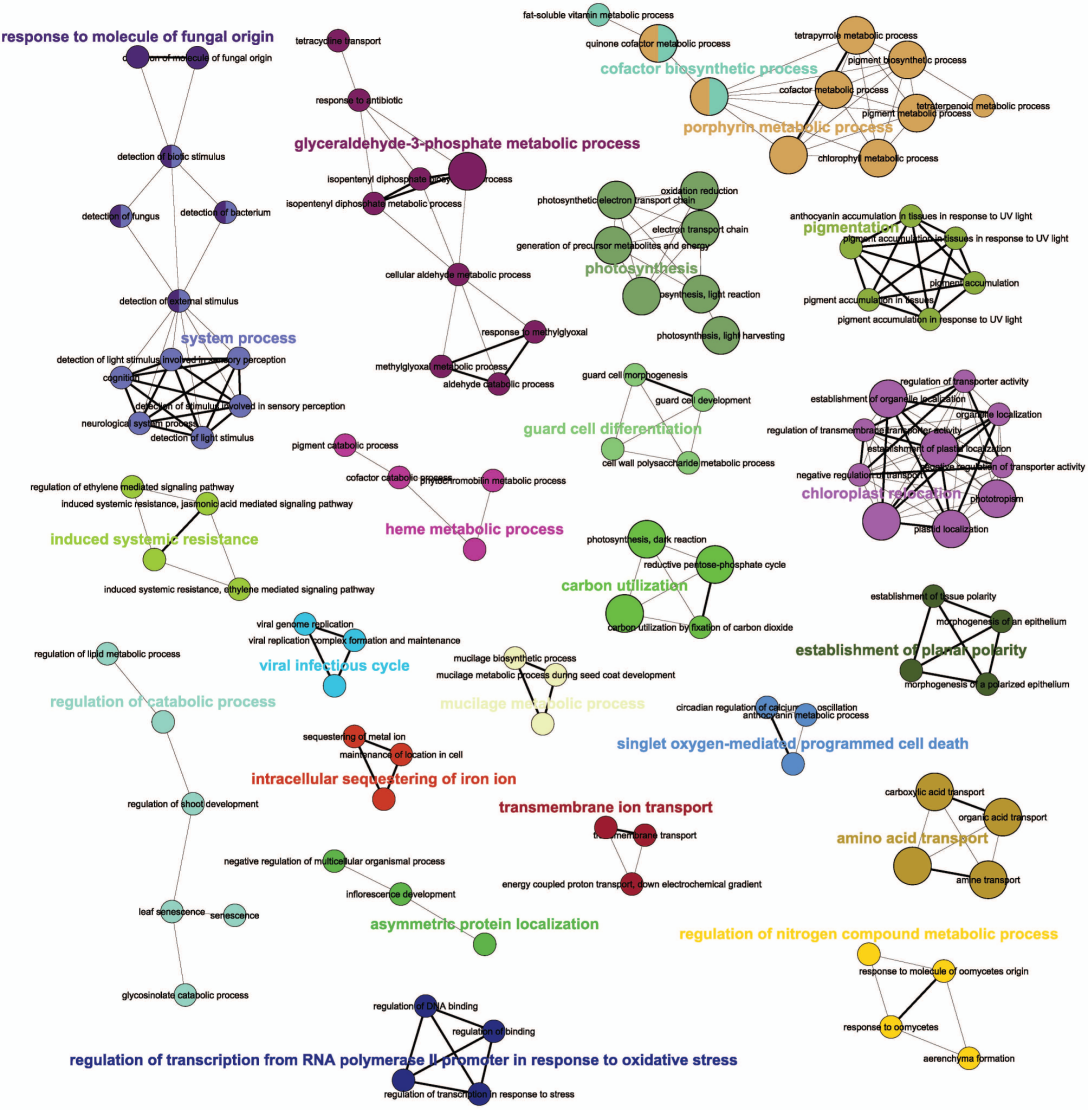
**Network representations of enriched GO categories amongst genes repressed in *glu1-2 *mutant leaves**. Representations generated by ClueGO [17] of functionally grouped networks of enriched GO categories among genes whose expression is repressed in leaves of the *glu1-2 *mutant compared to leaves of the wild-type. GO terms are represented as nodes based on their kappa score level (≥ 0.3), only networks with at least three nodes being represented. The node size represents the term enrichment significance. The label of the most significant term is used as leading group term.

**Figure 7:**
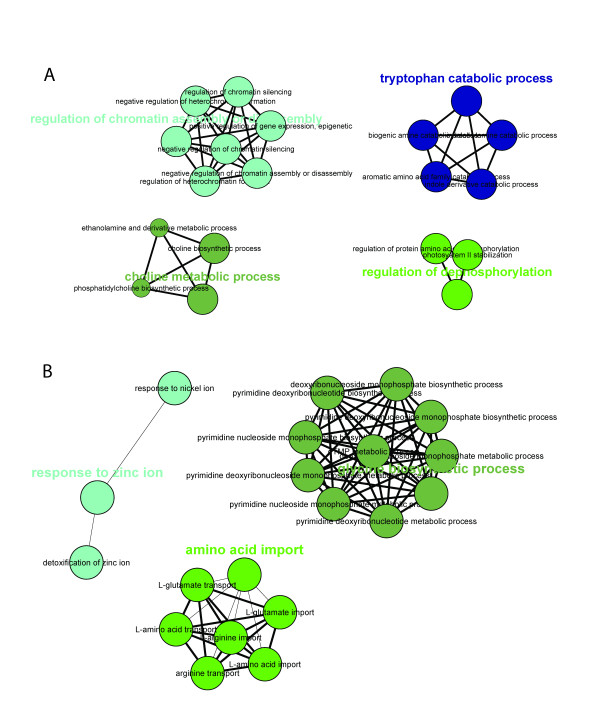
**Network representations of enriched GO categories amongst genes affected in *glu1-2 *mutant roots**. Representations generated by ClueGO [17] of functionally grouped networks of enriched GO categories among genes whose expression is induced (A) or repressed (B) in roots of the *glu1-2 *mutant compared to roots of the wild-type. GO terms are represented as nodes based on their kappa score level (≥ 0.3), only networks with at least three nodes being represented. The node size represents the term enrichment significance. The label of the most significant term is used as leading group term.

The large number of genes with modified expression and the analyses described above indicate that a large number of pathways and processes are seemingly affected in the *glu1-2 *mutant. Interestingly, glutamate biosynthesis and nitrogen metabolism are not often identified as such, and if so are indicated as induced in leaves. However as these pathways most likely constitute the plant's primary response to the knock-down of *Fd-GOGAT1*, the expression data of genes involved in these pathways will be analysed in a first part. In a second part the focus will be put on some of the processes that, despite the differences in algorithms and category definitions and terms, are recurrently identified by the performed analyses. These processes most likely constitute a secondary response of the mutant plant and encompass photosynthesis and related processes as well as aspects of a multiple stress response.

Even within the selected pathways and processes that will be presented below it is out of scope to present and discuss all aspects in the text. The reader is therefore kindly referred to the respective Additional files containing the detailed information about affected genes.

### Analysis of genes involved in glutamate biosynthesis or related pathways whose expression is affected in leaves or roots of the *glu1-2 *mutant

#### Changes in expression levels of genes involved in glutamate biosynthesis and related pathways

In order to show how glutamate metabolism and related pathways are affected in the *glu1-2 *mutant, an overview of the major genes and enzymes involved (Table 2) is given below, starting from the endpoint (i.e. glutamine and glutamate synthesis) and expanding to the steps leading up to glutamate, before focussing on the pathways that utilize glutamate in the production of other compounds. This is complemented by analysis of certain amino acid contents in the *glu1-2 *mutant.

**Table 2:** Genes that are involved in major glutamate-related pathways and that are differentially expressed between the *glu1-2 *mutant and the wild-type mutant

EC #	Enzyme/protein	Abbreviation	Gene ID	log_2 _root	log_2 _leaf
1.4.1.7	Fd-dependent glutamate synthase	Fd-GOGAT 1/GLU1	*AT5G04140*		-5.738

1.4.1.7	Fd-dependent glutamate synthase	Fd-GOGAT 2/GLU2	*AT2G41220*		1.070

1.4.1.14	NADH-dependent glutamate synthase	NADH-GOGAT	*AT5G53460*		0.712

1.7.1.1	nitrate reductase	NIA2/NR2	*AT1G37130*		0.438

1.7.7.1	nitrite reductase	NIR1	*AT2G15620*		0.687

6.3.1.2	glutamine synthetase	GLN1.1	*AT5G37600*		1.296

6.3.1.2	glutamine synthetase	GLN1.3	*AT3G17820*		0.669

6.3.1.2	glutamine synthetase	GLN1.4	*AT5G16570*		-0.580

6.3.5.4	asparagine synthetase	ASN1	*AT3G47340*		-2.913

6.3.5.4	asparagine synthetase	ASN2	*AT5G65010*		-0.486

3.5.1.1	asparaginase		*AT3G16150*		-0.481

2.6.1.1	aspartate aminotransferase	ASP1	*AT2G30970*		0.582

2.6.1.1	aspartate aminotransferase	ASP2	*AT5G19550*		1.132

2.6.1.1	aspartate aminotransferase	ASP3	*AT5G11520*		0.709

2.6.1.1	aspartate aminotransferase	ASP4	*AT1G62800*		0.354

2.6.1.2	alanine:2-oxoglutarate aminotransferase	AlaAT1 AlaAT2	*AT1G17290* *AT1G72330*		0.438

2.6.1.2/2.6.1.4	glutamate:glyoxylate aminotransferase	GGAT2	*AT1G70580*		-0.680

	glycine decarboxylase complex -- H protein	AtGDH3	*AT1G32470*	0.593	

	glycine decarboxylase complex -- H protein	AtGDH1	*AT2G35370*	0.768	

1.8.1.4	glycine decarboxylase complex -- L protein	AtmLPD1	*AT3G17240*		0.689

1.4.4.2	glycine decarboxylase complex -- P protein	AtGLDP1	*AT4G33010*	0.439	-1.126

1.4.4.2	glycine decarboxylase complex -- P protein	AtGLDP2	*AT2G26080*		-0.532

2.1.2.10	glycine decarboxylase complex -- T protein	AtGDT1	*AT1G11860*		-0.600

2.1.2.1	serine hydroxymethyltransferase	SHM1	*AT4G37930*		-0.513

2.1.2.1	serine hydroxymethyltransferase	SHM3	*AT4G32520*		0.532

2.1.2.1	serine hydroxymethyltransferase	SHM4 SHM5	*AT4G13930* *AT4G13890*		0.535

4.1.1.15	glutamate decarboxylase	GAD3 GAD4	*AT2G02000* *AT2G02010*		1.441

2.6.1.19	γ-aminobutyric acid transaminase	GABA-T1	*AT3G22200*		0.720

1.2.1.24	succinic semialdehyde dehydrogensase	SSADH1	*AT1G79440*		0.516

1.1.1.86	ketolacid reductoisomerase	KARI	*At3g58610*		0.380

4.2.1.9	dehydroxyacid dehydratase	DHAD	*At3g23940*		0.857

6.3.2.2	glutamate-cysteine ligase	GSH1	*AT4G23100*		0.587

6.3.2.3	glutathione synthetase	GSH2	*AT5G27380*		0.855

1.4.1.3	glutamate dehydrogenase	GDH2	*AT5G07440*		1.126

2.3.1.1	N-acetyltransferase	NAGS	*AT4G37670*		0.755

6.3.5.5	carbamoyl-phosphate synthase	CPS	*AT3G27740*		0.696

6.3.5.5	carbamoyl-phosphate synthase	CPS	*AT1G29900*		0.701

2.1.3.3	ornithine carbamoyltransferase	OTC	*AT1G75330*		0.436

6.3.4.5	arginosuccinate synthase	AS	*AT4G24830*		0.596

	nitrate transporter	NRT1.1	*AT1G12110*		0.432

	nitrate transporter	NRT1.3/NTP3	*AT3G21670*		-0.703

	nitrate transporter	NRT1.5	*AT1G32450*		0.382

	nitrate transporter	NRT1.7	*AT1G69870*	0.501	1.760

	nitrate transporter	AtNRT2.7	*AT5G14570*		0.546

	nitrate uptake	NRT3.1/NAR2.1	*AT5G50200*		0.939

	nitrate/proton antiporter	AtCLCa	*AT5G40890*		-0.689

	ammonium transporter	AMT2.1	*AT2G38290*		1.495

	vacuolar tonoplast intrinsic protein	AtTIP2;1	*AT3G16240*		-0.554

	vacuolar tonoplast intrinsic protein	AtTIP2;3	*AT5G47450*	-1.105	

	amino acid permease	AAP1	*AT1G58360*		-0.523

	amino acid permease	AAP4	*AT5G63850*	-0.586	-0.470

	amino acid permease	AAP5	*AT1G44100*		0.901

	amino acid permease	AAP6	*AT5G49630*		-0.532

	glutamate influx	LHT1	*AT5G40780*	-0.411	

	glutamate receptor family protein	AtGLR1.4	*AT3G07520*		-0.453

	glutamate receptor family protein	AtGLR3.2	*AT4G35290*		-0.613

	glutamate receptor family protein	AtGLR3.7	*AT2G32400*		0.338

List of genes encoding enzymes involved in N-assimilation and glutamate biosynthesis and transformation described in the text, and whose expression is affected by knocking down *Fd-GOGAT1 *in the *glu1-2 *mutant. Most of the listed enzymes are also depicted in Figure 8. The presence of two gene IDs in some boxes indicates a nondiscriminating probe, i.e. a probe recognising more than one transcript so that a change in expression can not be attributed to a specific gene.

#### Changes in expression levels of genes encoding glutamate synthases and glutamine synthetases

Comparison of expression levels in our microarray assays indicates that *Fd-GOGAT1 *(*GLU1*;*At5g04140*) is more highly expressed in leaves than in roots (signal intensity: log_2 _= 10.84 versus log_2 _= 5.06; Δlog_2 _= 5.78) of 18 day old *in vitro *grown *A. thaliana *wild type plants (Col-0 ecotype) (Additional file 1). This is in accordance with earlier published results and gene expression data publicly available [5,6,18,19]. 

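No probe set is named Fd-GOGAT1 by the annotation used here. One probe set was taken for it because it was the only one within 0.05 of all 4 values the paper states for this gene, so its closeness to the paper is by construction. These values are its wild type levels and its glu1-2 differences in both organs, as measured on these same arrays. The tests of this probe set between organs and genotypes are therefore largely given by the choice and only describe it. Its log2 intensity in the wild type was 10.85 ± 0.41 in leaves and 5.05 ± 0.09 in roots (SD, n = 4). The difference was 5.79 (standard error 0.162, limma q = 4.37e-13), a fold of at least 55.5 if the root intensities of 31 to 36 are in part background, and each leaf array was above each root array (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 arrays allow). Of the other glutamate synthase genes, GLU2 (AT2G41220) was lower in wild type leaves than in roots, with a log2 difference of -2.23, and GLT1 (AT5G53460), which encodes NADH-GOGAT, with -1.11. From this lower expression of Fd-GOGAT1 in roots, as opposed to the other genes for glutamate synthases, the paper proposes an explanation for the smaller number of genes affected in roots.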

As expected, the expression of *Fd-GOGAT1 *(*At5g04140*) was downregulated in the *glu1-2 *mutant (Table 2). 

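In leaves, the log2 intensity of the Fd-GOGAT1 probe set fell from 10.85 in the wild type to 5.10 ± 0.18 in glu1-2 (SD, n = 4). The difference of -5.75 had a standard error of 0.175 and was the largest fall of all probe sets in leaves (limma q = 3.03e-10), with a fold of at least 53.7 if the glu1-2 intensities are in part background. Intensities were 2472, 1245, 1948 and 1924 in the wild type arrays and 35, 29, 39 and 35 in the glu1-2 arrays (exact permutation test, two-sided, p = 0.0286). Because the probe set was chosen by this difference among others, its tests and its rank are given by the choice. Where the probe set lies relative to the T-DNA is not given in the sources used here.

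**Figure D1:**
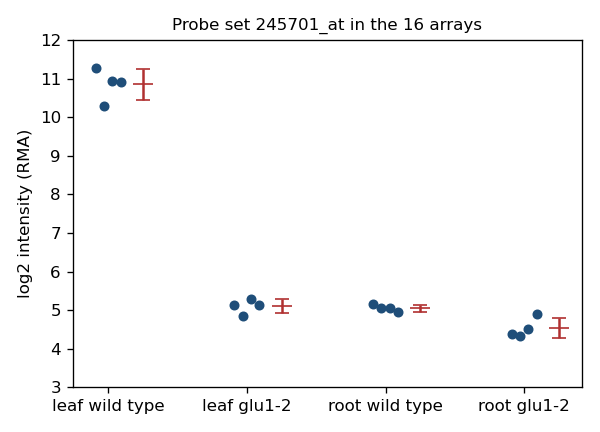
Log2 intensity (RMA) of the probe set taken for Fd-GOGAT1 in the 16 arrays by organ and genotype. Points are arrays, and bars give the mean ± SD (n = 4); the wild type leaf arrays lie about a mean of 10.85 and all others at or below 5.29.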

There was a log_2 _ratio of -5.74 between the expression levels of *Fd-GOGAT1 *in leaves of wild type and the mutant. 

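In roots, the same probe set had a log2 intensity of 4.54 ± 0.26 in glu1-2 (SD, n = 4), which is -0.52 relative to the wild type (standard error 0.113, 1.43-fold). Its limma q of 0.0156 did not pass the threshold. Each glu1-2 root array was below each wild type root array, at intensities of 21, 20, 23 and 30 against 36, 33, 33 and 31 (exact permutation test, two-sided, p = 0.0286). Without root glu1-2 replicate 4 the q was 0.0016, and it was 0.00739 without the dimmest probe sets, 0.00859 with each array shifted to the same median and 0.00536 with an intensity trend and robust moderation. The measured fall in leaves was larger than that in roots (organ difference -5.23, limma q = 3.37e-13). The wild type root intensities, 31 to 36, leave little room for a fall above background. This organ difference therefore follows in part from the higher wild type level in leaves, and the true falls cannot be compared.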

In roots the difference was more moderate with a reduction in expression of log_2 _= -0.54 (only significant at P = 0.05). It should however be noted that residual levels of transcripts for *Fd-GOGAT1 *are still detectable on the microarrays from the *glu1-2 *mutant, and that these are similar in roots and leaves.

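Between the organs of glu1-2, the log2 intensity of this probe set was 0.56 higher in leaves (1.48-fold; exact permutation test, two-sided, p = 0.0571, n = 4). Background and specific signal cannot be separated at these intensities, because 30.5% of all values lie under an intensity of 32, so the folds of this probe set can be read only as lower bounds.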

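Transcript levels of GLU2 (AT2G41220), which encodes the other ferredoxin-dependent glutamate synthase, rose in glu1-2 leaves from a log2 intensity of 7.96 ± 0.07 to 9.03 ± 0.21 (SD, n = 4). GLU2 was named through the leaf-induced genes of Additional file 1, so a rise in leaves is given by the naming. The log2 difference was 1.07 with a standard error of 0.105 (limma, q = 4.67e-06). In roots it was 0.01 (q = 0.734), and the organ difference passed the test (1.06, q = 6.78e-07).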

The gene *GLU2 *(*At2g41220*) encoding Fd-GOGAT2, the second *A. thaliana *Fd-dependent glutamate synthase, is upregulated (log_2 _= 1.07) in leaves but not affected in roots of the *glu1-2 *mutant. The NADH-GOGAT (EC1.4.1.14) encoding gene *At5g53460 *is also slightly upregulated (log_2 _= 0.71) in *glu1-2 *leaves but not affected in roots (Table 2). This could indicate a partial recovery of the loss of the plastid-localized Fd-GOGAT1 by these enzymes in leaves as NADH-GOGAT and Fd-GOGAT2 are localized to plastids. 

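GLT1 (AT5G53460) had a log2 intensity of 10.16 ± 0.11 in wild type and 10.88 ± 0.08 in glu1-2 leaves (SD, n = 4). The difference of 0.71 (standard error 0.084, limma q = 1.97e-05) was not seen in roots, where it was -0.11 (q = 0.285; organ difference 0.82, q = 1.01e-06). Of the 12 genes listed for glutamate synthases and glutamine synthetases, 0 are named by the platform annotation, so no list count could be made. GLT1 too was named through the leaf-induced genes of Additional file 1, so its rise in leaves is given by the naming.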

*Fd-GOGAT2 *has however higher expression levels in roots than in leaves and is therefore more likely involved in primary nitrogen assimilation in roots [5]. In addition, NADH-dependent glutamate synthase activity only makes up a small percentage of the total glutamate synthase activity in *A. thaliana *leaves and NADH-dependent activity is not affected in Fd-GOGAT deficient mutants [7,9]. It should also be noted that posttranscriptional regulation has been hypothesised for Fd-GOGAT in tobacco and *A. thaliana *[20,21].

Glutamine is the substrate of GOGATs for the synthesis of glutamate (Figure 8) and glutamine synthetases (EC 6.3.1.2) catalyse the synthesis of glutamine from ammonium (NH_4_^+^) using ATP. Of the five putative *A. thaliana *genes encoding the cytoplasmic glutamine synthetase 1 (GS1), two were upregulated (*At5g37600*/*GLN1.1 *and *At3g17820*/*GLN1.3*) whereas one (*At5g16570*/*GLN1.4*) was slightly downregulated in *glu1-2 *leaves. 

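Transcripts of the cytosolic glutamine synthetases GLN1.1 (AT5G37600) and GLN1.3 (AT3G17820) rose in glu1-2 leaves. Their probe sets were named through the part of Additional file 1 that holds genes induced in leaves, so that a gene of this family that fell was not named here. The log2 intensity of GLN1.1 was 9.20 ± 0.10 in the wild type and 10.49 ± 0.08 in the mutant (SD, n = 4), a difference of 1.30 (standard error 0.0817, limma q = 1.34e-07). GLN1.3 rose by 0.67 (standard error 0.0953, q = 8.38e-05). Neither passed in roots (0.10 and -0.10), and both organ differences did (q = 3.1e-08 and 1.96e-05).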

The gene *At5g35630 *encoding glutamine synthetase 2 (GS2), which is dual-targeted to the plastid and mitochondria [22], was not affected. None of the genes encoding glutamine synthetases 1 or 2 were affected in the roots of the *glu1-2 *mutant.

**Figure 8:**
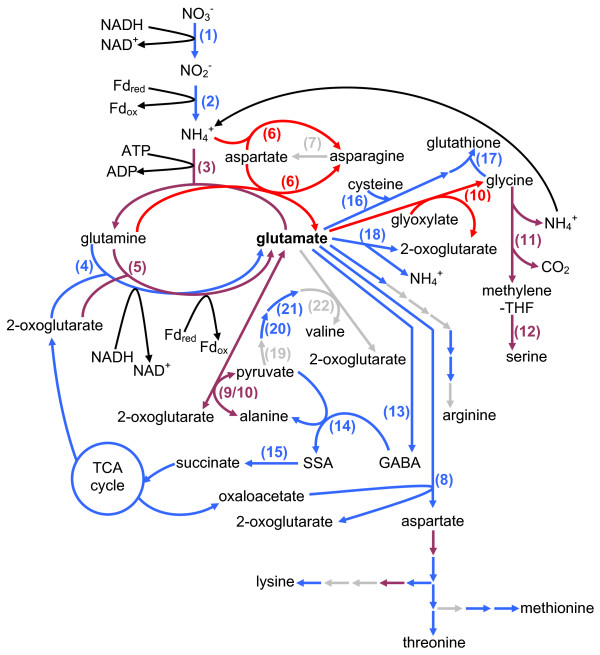
**Primary nitrogen assimilation and glutamate metabolism**. Simplified schematic representation of the pathways leading to the synthesis and the conversion of glutamate and the way they are affected in the *glu1-2 *mutant. Only the data related to *glu1-2 *leaves is depicted. Colour code: blue are upregulated, red are downregulated, violet are both up- and downregulated steps whereas grey are unaffected steps of these pathways. Enzymes: (1) nitrate reductase, (2) nitrite reductase, (3) glutamine synthetase, (4) NADH-GOGAT, (5) Fd-GOGAT, (6) asparagine synthase, (7) asparaginase, (8) aspartate aminotransferase, (9) alanine:2-oxoglutarate aminotransferase, (10) glutamate:glyoxylate aminotransferase, (11) glycine decarboxylase complex, (12) serine hydroxymethyltransferase, (13) glutamate decarboxylase, (14) γ-aminobutyric acid transaminase, (15) succinic semialdehyde dehydrogenase, (16) glutamate-cysteine ligase, (17) glutathione synthetase, (18) glutamate dehydrogenase, (19) acetohydroxyacid synthase, (20) ketolacid reductoisomerase, (21) dehydroxyacid dehydratase, (22) branched-chain aminotransferase. Subcellular compartmentalisation is not taken into account in this figure and reductants are only indicated for some of the reactions. The detailed data of the genes depicted in this figure and related data for genes affected in *glu1-2 *roots is presented in Table 2.

#### Genes encoding enzymes involved in the primary nitrogen assimilation leading to the formation of glutamine and glutamate

Glutamine and glutamate play a central role in the primary assimilation of nitrogen (Figure 1). Hence, genes encoding enzymes catalysing the reactions leading to the formation of glutamine from nitrate are affected in the *glu1-2 *mutant (Table 2), mostly in leaves.

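The nitrite reductase gene NIR1 (AT2G15620) rose in glu1-2 leaves from a log2 intensity of 10.42 ± 0.08 to 11.11 ± 0.06 (SD, n = 4). NIR1 was named through the leaf-induced genes of Additional file 1, so a rise in leaves is given by the naming. Its log2 difference was 0.69 in leaves (standard error 0.0782, limma q = 1.49e-05) and -0.19 in roots (q = 0.102), with an organ difference of 0.88 (q = 5.05e-07). Of the list for nitrate reduction and nitrate response the platform annotation names only AT1G25550, and it did not pass in leaves (-0.08) or roots (-0.04), also when adjusted over the list alone.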

Some of the genes encoding nitrate reductase (NADH-NAR; EC 1.7.1.1) and nitrite reductase (NIR1; EC 1.7.7.1), are upregulated in *glu1-2 *leaves while unaffected in *glu1-2 *roots. These enzymes are responsible for the reduction of nitrate and nitrite respectively, leading to the formation of NH_4_^+^, which serves as substrate by glutamine synthetase. The upregulation of nitrate reductase expression levels was previously observed in tobacco plants deficient in Fd-GOGAT activity [23].

Glutamine and aspartate are used as substrates for the synthesis of glutamate and asparagine, in an ATP-dependent reaction catalysed by asparagine synthase (ASN; EC 6.3.5.4)(for review: [24]). Of the three *A. thaliana *genes encoding asparagine synthases, two were downregulated in *glu1-2 *leaves but none was affected in roots (Table 2). *ASN1 *(*At3g47340*) is one of the ten most downregulated genes in the *glu1-2 *mutant leaves. It has been shown that *ASN1 *is induced by dark and reduced by light (or sucrose) while *ASN2*, which is moderately downregulated, is induced by light. These two genes also respond differently to asparagine, glutamine and glutamate with *ASN1 *expression being induced and *ASN2 *expression being reduced ([24] and references therein). Overexpressing ASN1 leads to higher asparagine levels in seeds and phloem [25] and Masclaux-Daubresse et al. [21] have recently shown that asparagine synthase can also catalyse the formation of asparagine from aspartate using ammonium directly. None of the four genes encoding asparaginases (EC 3.5.1.1), which are responsible of degrading asparagine into aspartate, were affected in the leaves of the *glu1-2 *mutant (Figure 8). Hence, the reduced expression of asparagine synthase encoding genes in *glu1-2 *leaves could indicate lower levels of asparagine. 

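The asparaginase gene AT3G16150 had a log2 intensity of 6.38 ± 0.22 in wild type and 6.39 ± 0.18 in glu1-2 leaves (SD, n = 4), and the log2 difference of 0.02 did not pass the test (limma, q = 0.459). In roots it fell from 8.42 ± 0.14 to 7.94 ± 0.14, by 0.48 on the log2 scale (standard error 0.09, q = 0.00628). The organ difference of 0.50 had q = 0.00972. The call in roots is weak. It ended, with q from 0.0102 to 0.0239, on leaving out any 1 of the 8 root arrays but wild type replicate 2, and with all 16 arrays in one fit the q was 0.011.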

In Fd-GOGAT deficient barley plants, the levels of asparagine are however higher than in wild-type plants [10].

### Multiple pathways leading to the transformation and degradation of glutamate are also affected

Glutamate serves directly or indirectly as substrate in the production of a series of compounds, like amino acids, nucleic acids, ureides, and polyamines (Figure 1; [26]). Hence, reducing *Fd-GOGAT1 *expression could have a knock-on effect on the genes encoding enzymes implicated in these various biosynthetic pathways (Figure 8).

#### Amino acid biosynthesis

Aspartate aminotransferases (ASPs or AATs; EC 2.6.1.1) catalyse the transfer of the α-amino group of glutamate to oxaloacetate to form aspartate and 2-oxoglutarate. 

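Among the genes encoding aspartate aminotransferases, ASP2 (AT5G19550) and ASP3 (AT5G11520) rose in glu1-2 leaves. Both were named through the leaf-induced genes of Additional file 1, so a rise is given by the naming. ASP2 went from a log2 intensity of 9.17 ± 0.11 to 10.30 ± 0.12 (SD, n = 4), a difference of 1.13 (standard error 0.0892, limma q = 8.45e-07), and ASP3 rose by 0.71 (standard error 0.0837, q = 1.99e-05). In roots the differences of 0.20 and 0.09 did not pass, while the organ differences did (0.93 and 0.62, q = 6.09e-06 and 0.000252).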

In *glu1-2 *leaves, four of the five *A. thaliana *genes (putatively) encoding ASPs [26] are upregulated in *glu1-2 *leaves. Aspartate is a precursor of asparagine and the aspartate family of amino acids such as lysine, threonine and methionine (Figure 8). From the changes in expression levels of genes involved in these pathways the synthesis of these latter amino acids seems to be induced in *glu1-2 *leaves.

The transfer of the α-amino group of glutamate to pyruvate to form alanine is catalysed by alanine aminotransferases (AlaAT or AOAT; EC 2.6.1.2) which comprise four members, subdivided into two groups, in *A. thaliana *[27]. The first group, composed of AlaAT1 and AlaAT2 that possess alanine aminotransferase activity, is slightly induced in leaves but not in roots of the *glu1-2 *mutant (Table 2). AlaAT1 has recently been suggested to catalyse the reverse reaction (i.e. conversion of alanine to pyruvate) [28], which could lead to a production of glutamate (Figure 8) to compensate for the lack of Fd-GOGAT1. Low levels of glutamate may shift this reaction equilibrium to favour glutamate production. The members of the second group, two peroxisomal enzymes, possess a glycine (or glutamate:glyoxylate) aminotransferase (GGAT) activity in addition to their alanine aminotransferase activity (Figure 8). Glyoxylate is thereby transaminated to glycine, accompanied by the consumption of glutamate and the production of 2-oxoglutarate, during photorespiration. Neither of these two genes is affected in *glu1-2 *roots (Table 2) but the expression of *GGAT2 *(*At1g70580*) is reduced in *glu1-2 *leaves. The further conversion of glycine to serine involves the glycine decarboxylase complex (GDC) and serine hydroxymethyltransferase (SHMT; EC 2.1.2.1). The glycine decarboxylase complex is composed of four mitochondrial proteins (H, L, P and T) encoded by a total of eight genes in *A. thaliana *[29]. The genes encoding the two P proteins are both downregulated (Table 2). Knocking out these genes simultaneously provokes a lethal phenotype, also under nonphotorespiratory conditions, which points towards a role of GDC in other metabolic processes than photorespiration [30]. Of the seven *A. thaliana *genes putatively encoding serine hydroxymethyltransferases, four show a changed expression in *glu1-2 *leaves (Table 2). *SHM1 *(*At4g37930*) encoding the mitochondrial SHMT1 is downregulated. Interestingly, the knock-out mutant *shm1-1 *also displays a lethal photorespiratory phenotype [31] and a physical interaction between Fd-GOGAT1 and SHMT1 in mitochondria was recently established [8]. Three genes encoding putative cytosolic serine hydroxymethyltransferases were on the other hand almost equally upregulated in leaves. None of the SHMT-encoding genes was affected in *glu1-2 *roots (Table 2).

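The genes of enzymes from glutamate to arginine that the paper's Table 2 gives as affected rose in glu1-2 leaves. Of these, NAGS2, CARA and CARB were named through the leaf-induced genes of Additional file 1, where a rise is given by the naming. No list of this pathway was tested, and its other members were not examined here. NAGS2 (AT4G37670), for the first step, had a log2 difference of 0.76 (standard error 0.142, limma q = 0.000616). The subunits of carbamoyl phosphate synthetase, CARA (AT3G27740) and CARB (AT1G29900), each rose by 0.70 (q = 6.73e-06 and 8.11e-05). The ornithine carbamoyltransferase gene OTC (AT1G75330) rose by 0.44 (q = 0.00151) and the argininosuccinate synthase gene AT4G24830 by 0.60 (q = 2.95e-05). In roots their differences lay between -0.11 and 0.13 and did not pass, and each organ difference did (q = 0.00141 or lower).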

Arginine is formed from glutamate and glutamine in a multiple-reaction pathway [32] that shows a slight overall induction in *glu1-2 *mutant leaves (Figure 8; Table 2). This may be responsible for increased production of arginine that has been observed in Fd-GOGAT deficient plants and which may prevent excessive accumulation of glutamine [11]. In root tissue of the *glu1-2 *mutant none of the transcripts of these genes involved in arginine synthesis were affected.

Valine biosynthesis starts with the condensation of two molecules of pyruvate by acetohydroxyacid synthase (AHAS; EC 2.2.1.6), also known as acetolactate synthase [33]. Neither the gene *At3g48560 *encoding the catalytic subunit, nor the genes *At2g31810 *and *At5g16290 *encoding the regulatory subunit, are significantly affected in the *glu1-2 *mutant (Figure 8). The resulting 2-acetolactate is converted to 2,3-dihydroxy-3-isovalerate by ketolacid reductoisomerase (KARI; EC 1.1.1.86) and its gene *At3g58610 *is slightly upregulated in *glu1-2 *leaves. 

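Of the valine pathway genes, AT3G58610, encoding ketol-acid reductoisomerase, rose in glu1-2 leaves from a log2 intensity of 12.19 ± 0.06 to 12.57 ± 0.04 (SD, n = 4; difference 0.38, standard error 0.073, limma q = 0.000725). AT3G23940, encoding dihydroxyacid dehydratase, rose by 0.86 (standard error 0.1, q = 1.88e-05). The acetolactate synthase subunit gene AT2G31810 did not pass the test (-0.02, q = 0.432).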

The gene *At3g23940 *encoding dehydroxyacid dehydratase (DHAD; EC 4.2.1.9), which catalyses the conversion of 2,3-dihydroxy-3-isovalerate to α-ketoisovalerate, is also induced in *glu1-2 *leaves. Branched-chain aminotransferases (BCAT; EC 2.6.1.42) catalyse the subsequent and last step in the synthesis of valine from α-ketoisovalerate, which is accompanied by the conversion of glutamate to 2-oxoglutarate. However none of the BCAT-encoding genes (*At1g10070*, *At3g49680 *and *At5g65780*) implicated in this step is affected in the *glu1-2 *mutant. Hence, a few of the genes encoding biosynthetic enzymes involved in valine biosynthesis are induced, indicating possibly a slight activation of the valine biosynthetic pathway.

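AT5G65780 was measured among these genes for branched-chain aminotransferases. Its log2 difference was -0.23 in leaves (standard error 0.0793, limma q = 0.0219) and -0.04 in roots (q = 0.633), neither past the threshold. In leaves it passed with all 16 arrays in one fit (q = 0.00866) and with each array shifted to the same median (-0.28, q = 0.0065).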

#### Glutathione biosynthesis

Glutamate is used for the synthesis of glutathione in a two-reaction pathway (Figure 8) catalysed by glutamate-cysteine ligase (GSH1; EC 6.3.2.2) and glutathione synthetase (GSH2; EC 6.3.2.3). Both GSH1 (*At4g23100*) and GSH2 (*At5g27380*) are upregulated in *glu1-2 *mutant leaves (Table 2). 

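GSH2 had a log2 intensity of 9.14 ± 0.11 in wild type and 9.99 ± 0.22 in glu1-2 leaves (SD, n = 4). Its difference was 0.86 (standard error 0.111, limma q = 4.23e-05) in leaves and 0.04 (q = 0.636) in roots, and the organ difference passed (q = 2.76e-05).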

Mutants deficient in GSH1 have been shown to contain lower levels of glutathione and are more sensitive to stresses. Complete knock-out of *GSH1 *leads to an embryo-lethal phenotype [34]. Upregulation of glutathione biosynthetic genes in *glu1-2 *may be connected to the upregulation of numerous glutathione S-transferases (see later).

#### Gamma-aminobutyrate and succinate synthesis

Under certain conditions glutamate may be converted to gamma-aminobutyrate (GABA) in a cytosolic reaction catalysed by glutamate decarboxylase (GAD; EC 4.1.1.15). The two GAD-encoding genes *GAD1 *(*At5g17330*) and *GAD2 *(*At1g65960*) initially identified in *A. thaliana *[35,36] are not affected in the leaves or roots of the *glu1-2 *mutant. 

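The probe set shared by the glutamate decarboxylase genes GAD3 (AT2G02000) and GAD4 (AT2G02010), which cannot tell them apart, rose in glu1-2 leaves from a log2 intensity of 5.42 ± 0.21 to 6.85 ± 0.24 (SD, n = 4). The log2 difference was 1.44 (standard error 0.132, limma q = 2.93e-06), against 0.06 in roots (q = 0.602; organ difference q = 7.79e-07).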

Of the three additional genes encoding putative GADs that have recently been identified based on homology [37], GAD3 and/or GAD4 (undifferentiating probe) were upregulated in *glu1-2 *mutant leaves (Table 2). The gene encoding GABA-T1 (EC 2.6.1.19; *At3g22200*), the γ-aminobutyric acid transaminase that catalyses the conversion of GABA into succinic semialdehyde (SSA), simultaneously producing alanine from pyruvate, is also induced in leaves. 

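The probe set of this gene, annotated as POP2, had a log2 difference of 0.72 in leaves (standard error 0.107, limma q = 0.000114) and -0.01 in roots (q = 0.757), and the organ difference passed (q = 6.28e-05).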

The conversion of SSA to succinate by succinic semialdehyde dehydrogensase (SSADH) is also upregulated in *glu1-2 *leaves (Table 2).

#### Glutamate catabolism

Glutamate is catabolised into oxoglutarate and ammonium by glutamate dehydrogenase (GDH; EC 1.4.1.2) (Figure 8), a mitochondrial enzyme that exists under the form of homo- or heterohexamers of two subunits in *A. thaliana *[38]. 

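The glutamate dehydrogenase gene GDH2 (AT5G07440) rose in glu1-2 leaves from a log2 intensity of 8.75 ± 0.12 to 9.87 ± 0.10 (SD, n = 4), a log2 difference of 1.13 (standard error 0.0894, limma q = 8.91e-07). The difference in roots was -0.05 (q = 0.55), and that between organs 1.18 (q = 2.3e-08).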

Only *GDH2 *(*At5g07440*), encoding the β-subunit, is affected in the *glu1-2 *mutant, showing surprisingly an increased expression in mutant leaves (Table 2). Although the role of glutamate dehydrogenase in glutamate metabolism has remained controversial for a long time, recent evidence indicates that GDHs are indeed responsible for the deamination of glutamate leading to the formation of ammonium and 2-oxoglutarate [21,39]. Induction of GDH2 expression could hence lead to a further depletion of the pool of glutamate in the *glu1-2 *mutant but would simultaneously increase the levels of oxoglutarate to fuel the TCA cycle. Although the physiological role of GDH is currently still unclear, there seems to be a consensus that GDH is not essential for primary nitrogen assimilation. Instead a role of GDH in the breakdown of several amino acids into their corresponding keto-acids under carbon deficiency was proposed [39]. The the α- and β-subunit composition of glutamate dehydrogenase hexamers may also influence its activity and hence its physiological role [40]. Lancien et al. [41] proposed that ammonium and glutamine would favour the amination reaction. In tobacco plants with reduced Fd-GOGAT activity the aminating, but not the deaminating activity, of glutamate dehydrogenase was indeed reported [42].

#### Cellular uptake of glutamate

Amino acids can be exported from their site of synthesis and transported via the vascular tissue to newly developed tissues. In *A. thaliana*, glutamate is one of the predominant amino acids found in the phloem sap and xylem exudates [18]. Members of the *A. thaliana *amino acid permease (AAP) family have been shown to catalyse the low affinity influx of a broad range of amino acids, including glutamate [43]. Of these, *AAP1 *(*At1g58360*), *AAP4 *(*At5g63850*) and *AAP6 *(*At5g49630*) were moderately downregulated, whereas *AAP5 *(*At1g44100*) was induced in *glu1-2 *leaves (Additional file 1). 

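Of the amino acid permease genes in the paper's Table 2, only AAP5 has a named probe set here, through the leaf-induced genes of Additional file 1, and AAP1, AAP4 and AAP6 were not analysed here. AAP5 had a log2 difference of 0.90 in leaves (standard error 0.0932, limma q = 7.14e-06) and -0.07 in roots (q = 0.554), and the organ difference passed (q = 1.85e-06).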

AAP1 has recently been shown to be involved in glutamate uptake into root cells and may have a role in the efficient use of nitrogen resources in the rhizosphere [44], but its expression was not affected in *glu1-2 *roots. Only AAP4 (*At5g63850*) was affected in roots, with a lower expression in the mutant than in the wild-type.

The related *LHT1 *(*At5g40780*) gene which appears to encode a high-affinity glutamate influx system [45] was also moderately downregulated in *glu1-2 *roots but not affected in *glu1-2 *leaves. A role for LHT1 in root uptake of certain amino acids was also recently proposed, but its role in glutamate uptake may be limited as this was not affected in an *lht1 *mutant [46].

The gene *At2g01170 *encoding the recently identified bidirectional amino acid transporter BAT1 capable of import and export of glutamate and potentially involved in amino acid export from phloem to sink tissue [47] is moderately induced in *glu1-2 *leaves and not affected in roots.

#### Changes in expression levels og genes involved in the synthesis of 2-oxoglutarate and the TCA cycle

The synthesis of glutamate by NADH- and Fd-GOGATs necessitates 2-oxoglutarate, which is thus situated at the interface between C and N metabolism. As it is possible to affect the glutamate pool by feeding 2-oxoglutarate to plants, the supply of 2-oxoglutarate may be a key regulator of glutamate levels [48].

2-oxoglutarate is produced through the TCA cycle (for review: [41]) and several genes involved in the TCA cycle were upregulated in *glu1-2 *leaves (Figure 8; Additional file 5). These include genes encoding citrate synthase (CSY; EC2.3.3.1), succinate dehydrogenases (SDH; EC 1.3.5.1) and succinyl-CoA ligase (EC 6.2.1.4). Three of the five genes encoding NAD-dependent isocitrate dehydrogenase (IDH; EC 1.1.1.41) subunits are also upregulated in *glu1-2 *mutant leaves (Figure 8; Additional file 5). This increase in IDH transcript levels in the *glu1-2 *mutant is in contrast to the situation observed in tobacco plants with reduced Fd-GOGAT activity, where no change in transcript levels was observed. These tobacco plants did however show increased isocitrate dehydrogenase activity [42]. Recently, Lemaitre et al. [49] have shown that mutants lacking one of the three IDH subunits mentioned above do not exhibit changed levels in 2-oxoglutarate, glutamine and glutamate. The *glu1-2 *mutant leaves also showed an increase in the expression of four genes encoding putative components (EC 2.3.1.61 and EC 1.2.4.2) of the 2-oxoglutarate dehydrogenase system. On the other hand, the genes *At2g47510*/*At5g50950 *encoding fumarate hydratases (FUM; EC 4.2.1.2) were downregulated in *glu1-2 *leaves. 

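The probe set shared by both fumarase genes had a log2 intensity of 11.13 ± 0.03 in wild type and 10.36 ± 0.12 in glu1-2 leaves (SD, n = 4). It fell by 0.77 on the log2 scale (standard error 0.0826, limma q = 9.49e-06) and did not pass in roots (0.06; organ difference q = 2.38e-06).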

Interestingly, none of the TCA cycle-implicated genes mentioned above were significantly affected in *glu1-2 *roots. These data indicate an overall induction of the TCA cycle in *glu1-2 *leaves potentially leading to an increase in 2-oxoglutarate production. Higher levels of 2-oxoglutarate have been observed in Fd-GOGAT deficient tobacco plants [11].

2-oxoglutarate can also be synthesised in the cytosol by export of citrate from mitochondria and the subsequent action of aconitases and isocitrate dehydrogenases. Two aconitase-encoding genes (ACO; EC 4.1.2.3) and two genes putatively encoding cytosolic NADP-dependent isocitrate dehydrogenases (IDCH; EC 1.1.1.42) are upregulated in *glu1-2 *leaves (Additional file 5). Although this could indicate an increase in cytosolic 2-oxoglutarate synthesis, it should however be noted that a role of the latter in cytosolic 2-oxoglutarate production has not yet been established.

#### Uptake, transport and distribution of nitrate and ammonium

Fd-GOGAT1 is a key enzyme in the primary assimilation of nitrogen and knocking it down was expected to change the transcriptional level of genes involved in nitrogen uptake and transport (Table 2).

The NRT1 and NRT2 nitrate transporter families [50] were however only marginally affected. Of the 53 genes that encode putative NRT1 nitrate transporters in *A. thaliana*, five were induced in *glu1-2 *leaves. Of these, NRT1.1 (*At1g12110*) has been implicated in stomatal aperture and drought stress [51] and its NO3^- ^sensing role in root architecture was recently described [52]. NRT1.5 (*At1g32450*) and NRT 1.7 (*At1g69870*) are less well characterised but have been shown to transport nitrate in a heterologous system [50]. The latter of these genes is also slightly induced in *glu1-2 *roots. On the other hand, eight genes encoding putative NRT1 family members, such as the NRT1.3/NTP3 (*At3g21670*; [53]), are downregulated in *glu1-2 *leaves. 

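NRT1.7 (AT1G69870) rose in both organs. Its log2 difference was 1.76 in leaves (standard error 0.133, limma q = 6.15e-07) and 0.49 in roots, where it went from 6.21 ± 0.11 to 6.70 ± 0.03 (SD, n = 4; standard error 0.0684, q = 0.00106). The rise in leaves was larger (organ difference 1.27, q = 1.39e-06).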

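The probe set of AT3G21670 fell in glu1-2 leaves from a log2 intensity of 10.88 ± 0.10 to 10.18 ± 0.09 (SD, n = 4; difference -0.70, standard error 0.0837, limma q = 2.15e-05). In roots the difference was 0.05 (q = 0.609; organ difference q = 1.35e-05).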

Out of the seven NRT2-encoding genes, only *At5g14570 *(*NRT2.7*) was moderately induced in *glu1-2 *leaves (Table 2).

An essential role in nitrate uptake has also recently been shown for the NAR2-like protein [54,55]. 

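For NRT3.1 (AT5G50200, annotated as WR3), a partner protein of nitrate transporters, the log2 intensity rose in glu1-2 leaves from 6.70 ± 0.21 to 7.63 ± 0.08 (SD, n = 4). The difference was 0.94 (standard error 0.105, limma q = 1.27e-05) in leaves and 0.17 (q = 0.215) in roots, with an organ difference past the threshold (q = 5.85e-05).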

The gene *NRT3.1/NAR2.1 *(*At5g50200*) encoding this protein is induced in *glu1-2 *leaves (Table 2). None of the genes implicated in nitrate uptake and transport mentioned above was affected in *glu1-2 *roots.

The ammonium transporter (AMT) proteins, which are encoded by six genes in *A. thaliana*, are likely responsible for high affinity ammonium transport in plant roots [56]. 

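The ammonium transporter gene AMT2 (AT2G38290) rose by 1.50 on the log2 scale in glu1-2 leaves, from 7.84 ± 0.10 to 9.34 ± 0.08 (SD, n = 4; standard error 0.0819, limma q = 4.36e-08), and did not pass in roots (0.12, q = 0.429; organ difference q = 2.46e-08). AMT2 was named through the leaf-induced genes of Additional file 1, so a rise in leaves is given by the naming. Of the listed ammonium and NRT2 nitrate transporters only NRT2.5 is named by the platform annotation. It did not pass in leaves (-0.21, q = 0.0427) or roots (-0.06), over all probe sets.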

The gene *At2g38290 *encoding the ammonium transporter AMT2;1 was upregulated in *glu1-2 *leaves (Table 2), but its contribution to ammonium uptake *in planta *has been questioned recently [57].

The nitrate/proton antiporter AtCLCa mediates nitrate accumulation in vacuoles [58,59] and its encoding gene *At5g40890 *is down-regulated in *glu1-2 *leaves (Table 2). Several NRT1 gene-encoding proteins are claimed to be involved in nitrate distribution in different cellular compartments and tissues, but detailed evidence has not been provided yet [50].

Two vacuolar tonoplast intrinsic proteins (AtTIP2;1 and AtTIP2;3) have been proposed to be responsible for NH_3 _transport across the tonoplast membrane in *A. thaliana *[60]. *AtTIP2;1 *(At3g16240) is downregulated in *glu1-2 *leaves, whereas *AtTIP2;3 *(*At5g47450*) is downregulated in *glu1-2 *roots (Table 2).

### NMR analysis of *glu1-2 *mutant leaves and roots reveal differences in amino acid contents

Although the Fd-GOGAT deficient *gluS/gls *mutants did not seem to be impaired in primary nitrogen assimilation [9], it was later shown that *Fd-GOGAT1/GLU1 *indeed plays a role in primary nitrogen metabolism [5]. As described above, knocking down *Fd-GOGAT1 *in the *glu1-2 *mutant affected several genes involved in primary nitrogen assimilation but the effects at the transcriptional level were more moderate than expected. Metabolite analysis by NMR spectroscopy of *glu1-2 *mutant tissue was performed to assess metabolic changes in the mutant.

Using this technique, the four amino acids alanine, threonine, valine and glutamine were identified and some changes in their levels in the *glu1-2 *mutant were revealed (Table 3; Figure 9). Most importantly glutamine contents were increased more than eight-fold in *glu1-2 *leaves and more than two-fold in *glu1-2 *roots. This indicates that the loss of Fd-GOGAT1 is not compensated by Fd-GOGAT2 or NADH-GOGAT activity in the *glu1-2 *mutant. The fact that the latter two enzymes are more active in roots than in leaves [7] is consistent with a smaller increase in glutamine levels in *glu1-2 *roots than in leaves. Higher glutamine contents have been previously described for Fd-GOGAT deficient plants of *A. thaliana*, barley and tobacco [9-11,61]. Principal component analysis (PCA) of the NMR spectra indicates that glutamine is to a large extent responsible of the changes detected between the wild-type and the *glu1-2 *mutant (Figure 9A, left panel). PC1 explains 79% of the total explained variance in leaf samples and allows to discriminate between *glu1-2 *and wild-type leaf samples (Figure 9A, right panel). Conversely to the increase in glutamine, the levels of glutamate are expected to be reduced in the *glu1-2 *mutant. Reduced levels of glutamate have been described for Fd-GOGAT deficient barley and *A. thaliana *plants [10,61,62]. The levels of valine were also considerably increased in *glu1-2 *leaves, consistent with previous reports on Fd-GOGAT deficient tobacco plants ([11]; Figure 9B). This is however difficult to explain by the transcriptional profiling of the *glu1-2 *mutant. Indeed, only two genes of the valine biosynthetic pathway are slightly upregulated (Figure 8; Table 2) and genes involved in the degradation of valine are not affected. In addition, the diversion of this pathway towards leucine biosynthesis via the use of α-ketoisovalerate seems rather upregulated than downregulated (data not shown). Alanine content was reduced in *glu1-2 *leaves and increased in *glu1-2 *roots, although the changes were more moderate (Figure 9B). This could be related to the decrease in glutamate levels and increased reverse alanine:2-oxoglutarate aminotransferase activity, i.e. the conversion of alanine to pyruvate (Figure 8). Reduced foliar levels of alanine have previously been observed in Fd-GOGAT deficient barley and tobacco plants [11,61]. Threonine levels were only affected in *glu1-2 *leaves, showing a slight reduction (Figure 9B). In Fd-GOGAT deficient tobacco plants the levels of foliar alanine and threonine were respectively reduced and unaffected [11]. The reduced levels of alanine and threonine in *glu1-2 *leaves are accompanied by an overall upregulation in gene expression in the biosynthetic pathways of these amino acids (Figure 8). Other amino acids were not identified by NMR, but changes in several amino acids have been previously reported in Fd-GOGAT deficient plants [10,11].

**Table 3:** Contents of some amino acids in wild type and *glu1-2 *plants

		glutamine	valine	alanine	threonine
**Leaves**	**wild type**	5.07 ± 0.91	0.21 ± 0.04	1.15 ± 0.18	0.64 ± 0.07

	***glu1-2 *mutant**	42.90 ± 5.42	0.39 ± 0.09	0.76 ± 0.19	0.42 ± 0.09

**roots**	**wild type**	6.48 ± 1.51	0.33 ± 0.05	0.61 ± 0.03	1.16 ± 0.09

	***glu1-2 *mutant**	15.08 ± 2.71	n.i.	0.93 ± 0.16	1.26 ± 0.17

Glutamine, valine, alanine and threonine contents in *glu1-2 *and wild type leaves and roots measured by NMR spectroscopy. Values are expressed in μmol.g^-1 ^fresh weight ± standard deviation (n = 4). n.i.= not integrated due to overlapping resonances

**Figure 9:**
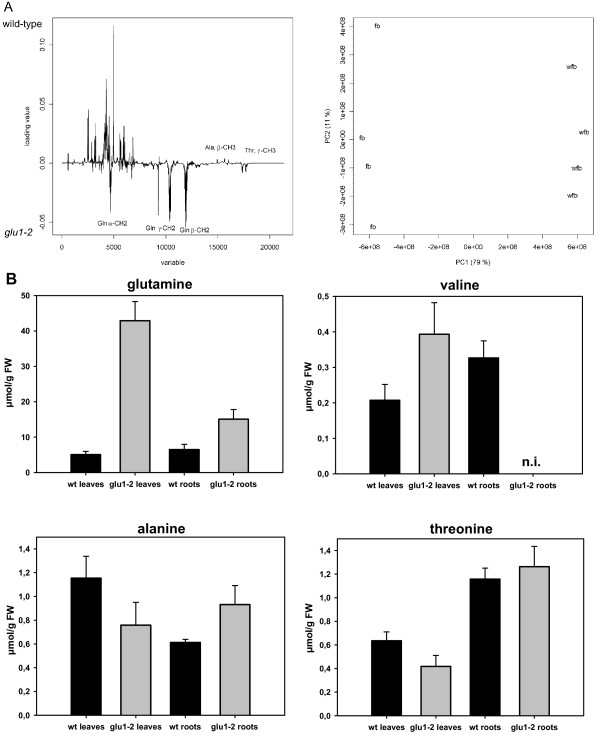
**Analysis of metabolic changes in the *glu1-2 *mutant by NMR spectroscopy**. Metabolic changes in leaves and roots of mutant (*glu1-2*) and wild-type (wt) plants were analysed by NMR spectroscopy. (**A**) The loading plot (left) for PC1 from the PCA analysis of leaves show the resonances that are different between the wild type and mutant groups (n = 4). Scatter plot (right) of *glu1-2 *mutant (fb) and wild-type (wfb) leaf samples. (**B**) The contents of glutamine, valine, alanine and threonine are given in μmol/g fresh weight ± SD (n = 4). Values for valine in *glu1-2 *roots could not be integrated (n.i.) due to overlapping resonances.

Analysis with PathExpress identified starch and sucrose metabolism as being downregulated in leaves and roots of the *glu1-2 *mutant (see above). This is not surprising considering the close interaction between C and N metabolism through the GS/GOGAT cycle. Differences in the contents of sucrose and glucose were not observed by NMR spectroscopy of *glu1-2 *leaves and roots (data not shown). This is consistent with results from tobacco plants with reduced Fd-GOGAT activity [42].

### Secondary responses of the *glu1-2 *mutant revealed by transcriptional profiling

#### Photosynthesis and related biochemical processes are affected in *glu1-2 *mutant leaves

Photosynthesis and related biochemical processes were recurrently identified in our unbiased search of affected pathways (Additional files 2, 3 and 4). Especially the GO term GO:0015979 (photosynthesis), and to a lesser extent GO:0019684, GO:0042548 and GO:0042549, was revealed by GOstat as being affected in several of our datasets (Additional file 2). If only the GO terms related to photosynthesis that were identified by GOstat as being affected are taken into consideration, 37 genes show different expression levels in *glu1-2 *leaves (Additional file 6). All but one of these are repressed and the level of repression varies from log_2 _= -0.32 to -1.76. Although the TAIR database to some extent categorises different genes into these GO terms, these are also almost exclusively downregulated (Additional file 6). If all genes included in GO:0015979 and its subcategories as provided by AmiGO are taken into condiseration, the list contains 49 unique genes not identified by GOstat whose expression is affected in the *glu1-2 *mutant leaves. Of these only five genes are (moderately) upregulated. The photosynthesis related bins of the MapMan software (Figures 4 and 10) identify another 71 genes with changed expression in *glu1-2 *leaves. All but ten of these are downregulated (Additional file 6). Hence, a total of more than 150 genes attributed to photosynthesis related pathways are affected in *glu1-2 *leaves, of which approximately 90% are downregulated. 

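Of 7 measured genes of light-harvesting proteins and photosystem subunits, from a list of 44, which like all lists was fixed before the data were examined, 4 were lower and 1 higher in glu1-2 leaves, with the same counts when adjusted over the list alone. In roots 5 were higher (6 when adjusted over the list alone) and 0 lower. PSBY (AT1G67740) fell from a log2 intensity of 13.13 ± 0.08 to 12.68 ± 0.10 in leaves and rose from 8.78 ± 0.11 to 9.24 ± 0.05 in roots (SD, n = 4). Its differences were -0.45 (standard error 0.082, limma q = 0.000541) and 0.46 (standard error 0.0707, q = 0.00191), and the organ difference was -0.91 (q = 7.24e-07). PSAN (AT5G64040; -0.46 and 0.39) and LHCB4.2 (AT3G08940; -0.45 and 0.49) also passed in both organs in opposite directions. PSBW fell by 0.33 in leaves, and PSAE-1 (AT4G28750) rose by 0.51 in roots. LHCB4.3 (AT2G40100) was higher in both (0.38 and 0.63), and its organ difference did not pass (q = 0.104). The camera test for the list gave an adjusted p = 0.0605 in leaves and 3.46e-08 in roots, and 0.540 and 0.0636 with an estimated correlation.
Several of the root calls ended when 1 array was left out, where the test also has fewer arrays. PSAN lost its call, with q from 0.014 to 0.0217, on leaving out any 1 of the root arrays but wild type replicate 1. The q of LHCB4.2 was 0.0129 without root glu1-2 replicate 1, 0.0118 without root wild type replicate 2 and 0.015 without root glu1-2 replicate 2. For LHCB4.3 in roots it was 0.0154 without glu1-2 replicate 2, 0.0131 without wild type replicate 3 and 0.0112 without wild type replicate 4. In leaves LHCB4.3 lost its call by Benjamini-Hochberg adjustment and without wild type replicates 1, 2 or 4 (q = 0.0109, 0.0159 and 0.0119) or glu1-2 replicates 3 or 4 (q = 0.0132 and 0.0149). The number of members higher in roots was 3 without glu1-2 replicate 1 or wild type replicates 2, 3 or 4, and 2 without glu1-2 replicate 2.

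**Figure D2:**
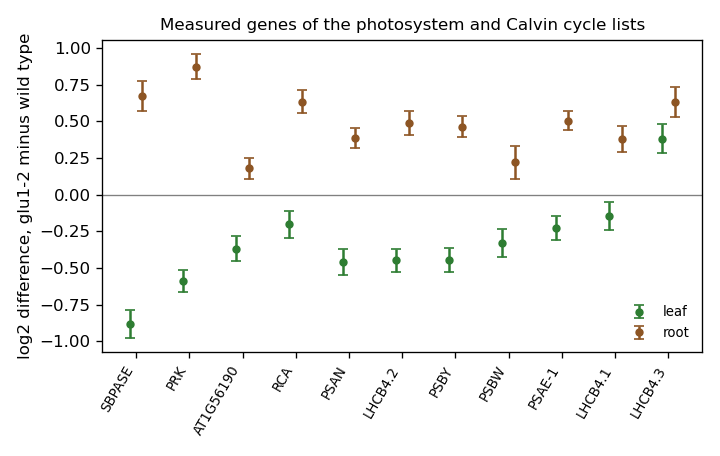
Log2 difference, glu1-2 minus wild type, of the 11 measured genes of the photosystem and Calvin cycle lists in leaves (green) and roots (brown). Points are limma estimates over 4 arrays per genotype and bars are standard errors; all points lie above 0 in roots and all but LHCB4.3 below 0 in leaves, without regard to the test.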

In *glu1-2 *roots, 52 genes attributed to the photosynthesis related GO terms or bins show a differential expression and these are exclusively induced (Additional file 6).

**Figure 10:**
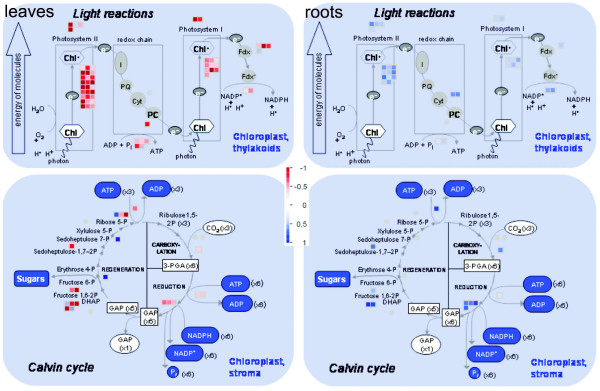
**Changes in gene expression in photosynthesis-related pathways of the *glu1-2 *mutant**. Expression changes of genes involved in photosynthesis in *glu1-2 *mutant leaves (**left**) and roots (**right**) using the MapMan software. Represented are only the genes showing a significant (P = 0.01) change in expression between the *glu1-2 *mutant and the wild-type and that have been attributed to the respective bins by MapMan. Genes whose expression is increased or decreased in the *glu1-2 *mutant tissue versus the corresponding wild-type tissue are shown by an increasingly intense blue and red colour, respectively. The graduation can be seen on the scale that is represented in the centre of the figure.

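Of 4 measured Calvin cycle genes from a list of 22, 3 were lower in glu1-2 leaves and 3 were higher in glu1-2 roots, with the same counts when adjusted over the list alone. PRK (AT1G32060), encoding phosphoribulokinase, fell by 0.59 on the log2 scale in leaves (standard error 0.0759, limma q = 3.97e-05) and rose by 0.87 in roots, from 7.96 ± 0.16 to 8.83 ± 0.08 (SD, n = 4; standard error 0.0854, q = 0.00013). SBPASE (AT3G55800) fell by 0.88 in leaves and rose by 0.67 in roots. AT1G56190 passed in leaves only (-0.37, q = 0.00272) and RCA (AT2G39730) in roots only (0.64, q = 0.000407). All 4 organ differences passed (q = 0.000313 or lower). Without root glu1-2 replicate 2, SBPASE in roots had q = 0.0102. The camera test gave an adjusted p = 0.00918 in leaves and 2.66e-06 in roots, and with an estimated correlation 0.202 and 0.104.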

Several genes involved in the Calvin cycle are thus affected in the *glu1-2 *mutant, with most of them being downregulated in leaves and upregulated in roots (Figure 10). The most downregulated gene in the Calvin cycle in *glu1-2 *leaves is encoding a putative fructose-biphosphate aldolase (*At4g26530*).

A process directly linked to photosynthesis and the Calvin cycle is photorespiration, a consequence of the oxygenation of ribulose-1,5-biphosphate (RuBP) by RuBP carboxylase/oxygenase [3]. This oxygenation produces 3-phosphoglycerate and 2-phosphoglycolate, the latter being recycled into 3-phosphoglycerate by the photorespiratory cycle. In this process O_2 _is consumed in the plastid and CO_2 _and ammonium are released in the mitochondria. The released ammonium is reassimilated by the GS/GOGAT pathway in the plastid (for review: [63]). The essential role that glutamate synthase plays in this process is evidenced by the fact that mutants deficient in Fd-GOGAT activity exhibit a photorespiratory-dependent lethal phenotype [5,9]. 

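Of 5 measured genes of photorespiration, from a list of 21, 3 were lower and 0 higher in glu1-2 leaves, with the same counts when adjusted over the list alone. The T protein gene of glycine decarboxylase, AT1G11860, fell from a log2 intensity of 12.21 ± 0.10 to 11.61 ± 0.10 (SD, n = 4; difference -0.60, standard error 0.0854, limma q = 8.39e-05). The H protein gene AT1G32470 did not pass in leaves (-0.26, q = 0.0522) unless glu1-2 replicate 3 was left out (q = 0.00822), and neither did AT2G35120 (0.24). By camera the list had an adjusted p = 0.0667, and 0.202 with an estimated correlation. By fry, which asks whether the genes move one way on balance, the adjusted p was 0.000982.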

Transcriptional profiling of the *glu1-2 *mutant indeed shows that genes involved in most of the steps of the photorespiratory cycle are downregulated in leaves (Figure 11; Table 4). These include the genes encoding phosphoglycolate phosphatase (*PGLP1*; *At5g36700*) and glycerate kinase (*GLYK*; *At1g80380*) of plastids and mitochondrial serine hydroxymethyltransferase (*SHM1*; *At4g37930*). 

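GLYK (AT1G80380) fell in glu1-2 leaves from 10.02 ± 0.12 to 9.46 ± 0.21 on the log2 scale (SD, n = 4; difference -0.55, standard error 0.109, limma q = 0.00088). In roots its difference of -0.05 did not pass (q = 0.647; organ difference q = 0.00627).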

Knock-out mutants of these genes exhibit a conditional lethal photorespiratory phenotype [31,64,65]. The gene *At1g68010 *encoding the peroxisomal NADH-dependent hydroxypyruvate reductase HPR1 is downregulated in *glu1-2 *leaves with no concomitant change of *At1g79870 *encoding the cytosolic isoform HPR2 that provides a cytosolic bypass to the photorespiratory cycle [66]. 

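HPR1 (AT1G68010) had a log2 intensity of 12.93 ± 0.04 in wild type and 12.24 ± 0.24 in glu1-2 leaves (SD, n = 4), a difference of -0.69 (standard error 0.111, limma q = 0.000203). For AT1G79870 (HPR2) the difference was -0.15 in leaves (q = 0.0793) and -0.02 in roots (q = 0.694), neither past the threshold.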

The gene encoding the dicarboxylate transporter DiT2.2 is also repressed in *glu1-2 *leaves. Its role is yet unclear, although the homolog DiT2.1 has been identified as a glutamate/malate translocator with an essential role in photorespiration [67]. A notable exception to the general downregulation of photorespiration-related genes is *At2g22500 *encoding one of the three recently characterised mitochondrial dicarboxylate carriers (DIC1-3) that are able to transport malate and oxaloacetate among other substrates [68]. 

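The probe set of this gene, annotated as UCP5, rose from a log2 intensity of 7.79 ± 0.10 to 8.49 ± 0.15 in glu1-2 leaves (SD, n = 4; difference 0.70, standard error 0.0946, limma q = 5.48e-05). The difference in roots was -0.19 (q = 0.267), and the organ difference passed (q = 2.26e-05).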

In *glu1-2 *roots the expression of a smaller number of genes involved in photorespiration is affected by the *glu1-2 *mutation, and all these are upregulated (Table 4). It should also be noted that the changes in expression levels for both leaves and roots are moderate, which may explain the fact that our *glu1-2 *mutant has a less severe photorespiratory phenotype than the Fd-GOGAT1 mutants characterised previously [5,9]. In addition, Takahashi et al. [69] showed that mutants impaired in photorespiration have accelerated photoinhibition of the photosystem II and that this is due to a suppressed repair process through inhibition of the D1 protein translation.

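In roots, 2 of the 5 measured genes of photorespiration were higher in glu1-2 and 0 lower, with the same counts when adjusted over the list alone. HPR1 rose by 0.71 on the log2 scale (standard error 0.0912, limma q = 0.000661) and the H protein gene AT1G32470 by 0.59 (standard error 0.0897, q = 0.00179). Without root glu1-2 replicate 2 the q of AT1G32470 was 0.0102, which leaves 1 gene, and with the replicate number as a block in the fit neither gene passed. Both had an organ difference past the threshold (q = 2.11e-07 and 8.84e-05). The list's median log2 difference was -0.009, its mean 0.239 and the camera test's adjusted p = 0.0850, so that median and mean differ in sign.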

**Table 4:** Genes that are involved in the photorespiratory pathway and that are differentially expressed between the *glu1-2 *mutant and the wild-type mutant

EC #	Enzyme/protein	Abbreviation	Gene ID	log_2 _root	log_2 _leaf
3.1.3.18	phosphoglycolate phosphatase	putative PGLP AtPGLP1	*AT5G36790* *AT5G36700*	0.674	-0.658

1.1.3.15	glycolate oxidase	GOX	*AT3G14415* *AT3G14420*	0.655	-0.464

2.6.1.2/2.6.1.4	glutamate:glyoxylate aminotransferase	GGAT2	*AT1G70580*		-0.680

	glycine decarboxylase complex -- H protein	AtGDH3	*AT1G32470*	0.593	

	glycine decarboxylase complex -- H protein	AtGDH1	*AT2G35370*	0.768	

1.8.1.4	glycine decarboxylase complex -- L protein	AtmLPD1	*AT3G17240*		0.689

1.4.4.2	glycine decarboxylase complex -- P protein	AtGLDP1	*AT4G33010*	0.439	-1.126

1.4.4.2	glycine decarboxylase complex -- P protein	AtGLDP2	*AT2G26080*		-0.532

2.1.2.10	glycine decarboxylase complex -- T protein	AtGDT1	*AT1G11860*		-0.600

2.1.2.1	serine hydroxymethyltransferase	SHM1	*AT4G37930*		-0.513

2.6.1.45	serine:glyoxylate aminotransferase	AtSGT	*AT2G13360*		-0.566

1.1.1.29	peroxisomal hydroxypyruvate reductase	HPR1	*AT1G68010*	0.705	-0.689

2.7.1.31	glycerate kinase	GLYK	*AT1G80380*		-0.554

1.1.1.37	glyoxysomal malate dehydrogenase	MDHG1/ pMDH2	*AT5G09660*		-0.851

1.4.1.7	Fd-dependent glutamate synthase	Fd-GOGAT 1/GLU1	*AT5G04140*		-5.738

1.4.1.7	Fd-dependent glutamate synthase	Fd-GOGAT 2/GLU2	*AT2G41220*		1.070

	chloroplast dicarboxylate transporter	DiT2.2	*AT5G64280*		-0.439

	mitochondrial dicarboxylate transporter	DIC1	*AT2G22500*		0.702

List of genes encoding enzymes involved in the photorespiratory pathway and whose expression is affected by knocking down *Fd-GOGAT1 *in the *glu1-2 *mutant. See also Figure 11. The presence of two gene IDs in some boxes indicates a nondiscriminating probe, i.e. the change in expression can not be attributed to a specific gene.

**Figure 11:**
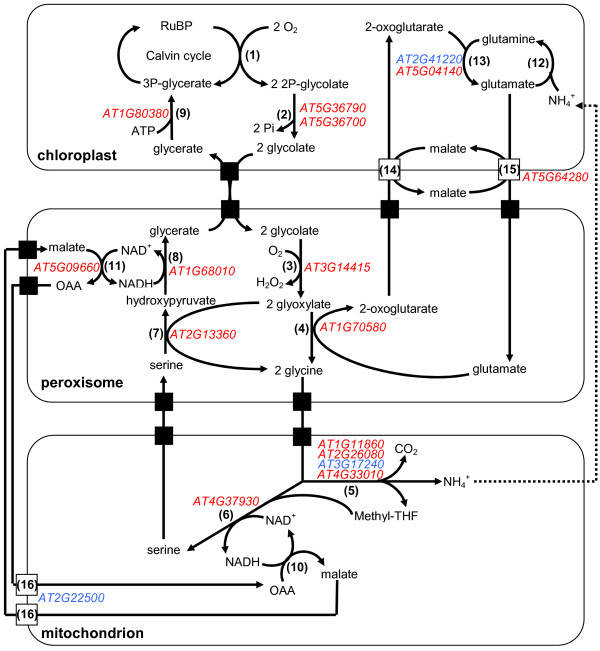
**Changes in gene expression in the photorespiratory cycle of the *glu1-2 *mutant leaves**. Schematic representation of the photorespiratory cycle and indication of the genes that show different expression levels in *glu1-2 *leaves compared to wild-type leaves. Gene IDs indicated in blue are upregulated whereas those indicated in red are downregulated in the *glu1-2 *mutant. Genes involved in the Calvin cycle have been omitted from this figure (see Figure 10 for this purpose). Enzymes: (1) ribulose-1,5-biphosphate carboxylase/oxygenase, (2) phosphoglycolate phosphatase, (3) glycolate oxidase, (4) glutamate:glyoxylate aminotransferase, (5) glycine decarboxylase complex, (6) serine hydroxymethyltransferase, (7) serine:glyoxylate aminotransferase, (8) hydroxypyruvate reductase, (9) glycerate kinase, (10) mitochondrial malate dehydrogenase, (11) peroxisomal malate dehydrogenase, (12) glutamine synthetase 2, (14 and 15) chloroplast dicarboxylate transporter 1 and 2, (16) mitochondrial dicarboxylate carriers. Black boxes indicate putative transporters. The detailed data of the genes depicted in this figure and the affected genes in *glu1-2 *roots are presented in Table 4. Abbreviations used: OAA: oxaloacetate; RuBP: ribulose-1,5-biphosphate; THF: tetradydrofolate.

Due to the dual-targeting of glutamine synthetase 2 (GS2) to the plastid and mitochondria [22], other schemes of the reassimilation of ammonium than the photorespiration cycle depicted (Figure 11) and discussed here, have been proposed [2].

Chlorophyll is synthesised from glutamate. 

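Of 9 measured genes of chlorophyll biosynthesis, from a list of 26, 6 were lower and 0 higher in glu1-2 leaves, with the same counts when adjusted over the list alone. CHLM (AT4G25080), encoding magnesium protoporphyrin IX methyltransferase, fell from a log2 intensity of 11.64 ± 0.08 to 10.91 ± 0.06 (SD, n = 4; difference -0.73, standard error 0.0773, limma q = 9.02e-06). CHLI2 fell by 0.61, HEME2 by 0.58, HEME1 by 0.54, PORB by 0.43 and GSA1 by 0.37 on the log2 scale. In roots 1 gene was higher (2 when adjusted over the list alone), PORB (AT4G27440), with 0.54 (standard error 0.0696, q = 0.000643; organ difference -0.97, q = 5.73e-07). Taken as a list (camera), these genes had an adjusted p = 0.00275 in leaves and 0.000508 in roots, but 0.202 and 0.104 with an estimated correlation.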

Many of the reactions of the chlorophyll biosynthetic pathway are downregulated (Figure 12), although the fold changes in expression are moderate (Additional file 6). However, two genes (*At1g03630 *and *At5g54190*) encoding protochlorophyllide reductases that catalyse the last step leading to the synthesis of chlorophyllide *a *(Figure 12), show a more pronounced downregulation. Downregulation of genes implicated in chlorophyll biosynthesis and other photosynthesis related pathways, such as photorespiration (discussed above), in *glu1-2 *mutant leaves are consistent with its chlorotic phenotype (Figure 2). A chlorotic phenotype has been observed and reduced total chlorophyll contents have been measured in Fd-GOGAT deficient plants of *A. thaliana*, tobacco and barley [5,9,11,61]. Barley plants with reduced Fd-GOGAT activity have also been shown to have a reduced chlorophyll *a/b *ratio [61]. Takahashi et al. [69] hypothesised that depletion of glutamate in the Fd-GOGAT mutant may lead to accumulation of glyoxylate that may be involved in a decline of the photosynthetic rate.

**Figure 12:**
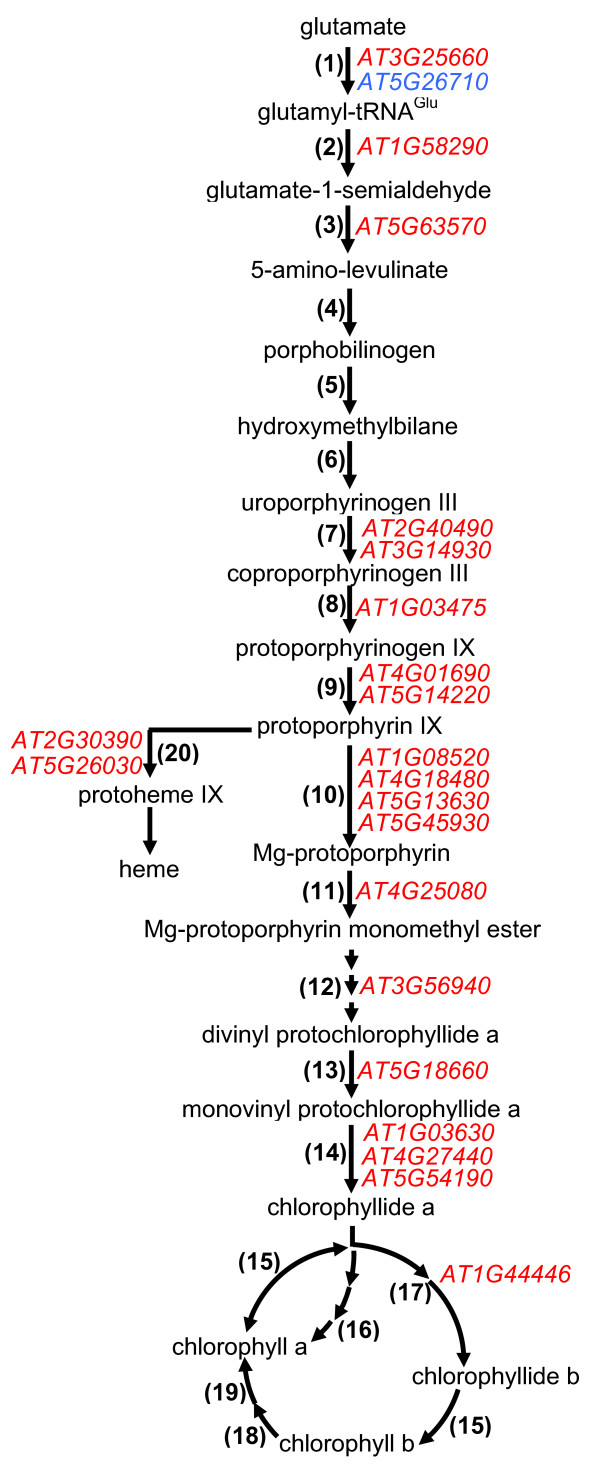
**Changes in gene expression in chlorophyll biosynthesis of the *glu1-2 *mutant leaves**. Schematic representation of chlorophyll biosynthesis and the genes showing different expression levels in *glu1-2 *leaves. Gene IDs indicated in blue are upregulated whereas those indicated in red are downregulated. Enzymes: (1) glutamate-tRNA ligase, (2) glutamyl-tRNA reductase, (3) glutamate-1-semialdehyde 2,1-aminomutase, (4) porphobilinogen synthase, (5) hydroxymethylbilane synthase, (6) uroporphyrinogen-III synthase, (7) uroporphyrinogen decarboxylase, (8) coproporphyrinogen oxidase, (9) protoporphyrinogen oxidase, (10) magnesium chelatase, (11) magnesium protoporphyrin IX methyltransferase, (12) magnesium protoporphyrin IX monomethyl ester cyclase, (13) 3,8-divinyl protochlorophyllide 8-vinyl reductase, (14) protochlorophyllide oxidoreductase, (15) chlorophyll synthase, (16) geranylgeranyl reductase, (17) chlorophyllide a oxygenase, (18) chlorophyllide b reductase, (19) 7-hydroxy chlorophyllide a reductase, (20) ferrochelatase. Reduced acceptors and cofactors are omitted from the figure. The detailed data of the genes depicted in this figure and the affected genes in *glu1-2 *roots are presented in Additional file 6.

#### The *glu1-2 *mutant displays a multiple stress response

Categorisation of genes affected in leaves and roots of the *glu1-2 *mutant presented above showed a high number of genes related to stimulus and stress responses. More detailed analysis of the affected genes revealed that these changes in expression can not be attributed to one particular stress. Indeed, genes responsive to a multitude of different abiotic stresses, including light, drought, salt, heat and cold, oxidative stress and osmotic stress were affected (Additional file 2). This indicates that knocking down *Fd-GOGAT1 *leads to a secondary response that consists in the activation of multiple stress responses or the activation of mechanisms that are common to several stresses. 

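Lists of genes for several stresses were measured only in part. For heat shock, 2 of 4 measured genes were higher in glu1-2 leaves, the small heat shock protein genes AT5G51440 (3.47) and AT2G29500 (2.03), and 0 passed in roots. AT5G51440 went from a log2 intensity of 4.92 ± 0.20 to 8.39 ± 0.15 (SD, n = 4; standard error 0.113, limma q = 5.01e-10). For cold, drought and abscisic acid, 2 of 4 were higher in leaves, COR15B (AT2G42530; 0.46) and COR47 (AT1G20440; 0.35). In roots 3 were higher, COR15A (AT2G42540; 1.04), COR15B (0.59) and the probe set shared by KIN1 and KIN2 (0.46). Counts adjusted over the list alone were the same for both lists. The rise of COR15A was larger in roots than in leaves (organ difference -0.92, q = 1.59e-05). Single genes were measured for the clock (GI, 0.67), oxidative stress (STZ, 1.46), the jasmonate response (PDF1.2, 1.77), sugar starvation (AT3G15450, -0.44) and Aux/IAA genes (IAA29, -1.24), and each passed in leaves and not in roots, also when adjusted over the list alone. No gene of the lists for salicylic acid defence or senescence was measured.
By camera, the adjusted p was 0.00859 for heat shock in leaves (0.155 with an estimated correlation) and 0.521 in roots. For the cold, drought and abscisic acid list it was 0.378 in leaves and 2.21e-05 in roots (0.104 with an estimated correlation). The call of the KIN1 and KIN2 probe set in roots ended without glu1-2 replicates 1, 2 or 3 (q = 0.0169, 0.0185 and 0.0155) or wild type replicates 2, 3 or 4 (q = 0.0147, 0.0158 and 0.0148).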

Due to the extensive nature of these transcriptional responses, only a selection will be presented briefly in the following section and the reader is kindly referred to Additional files 7 to 14 for the details on the affected genes.

##### Key stress responsive transcription factors affected in the *glu1-2 *mutant

Numerous genes (putatively) encoding transcription factors belonging to different families, such as the zinc finger proteins (WRKY, C2H2, CCCH), MYBs and bHLHs (Additional file 7), were affected in the *glu1-2 *mutant.

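WRKY25 (AT2G30250) rose in glu1-2 leaves from a log2 intensity of 5.61 ± 0.04 to 7.39 ± 0.13 (SD, n = 4), a log2 difference of 1.78 (standard error 0.0844, limma q = 1.27e-08), and not in roots (-0.08; organ difference q = 1.15e-09). WRKY25 was named through the leaf-induced genes of Additional file 1, so a rise in leaves is given by the naming. Of 7 other WRKY genes named by the platform annotation, 2 were higher in leaves, WRKY47 (0.81) and WRKY6 (0.67), and 3 were lower, WRKY22 (-0.54), ZAP1 (-0.34) and WRKY20 (-0.32), with the same counts when adjusted over the list alone. In roots WRKY22 (AT4G01250) was lower (-0.44, q = 0.00579), a call that ended, with q from 0.0114 to 0.0254, without any 1 of the root arrays but glu1-2 replicate 1. The camera test gave an adjusted p = 0.960 in leaves and 0.521 in roots, and fry for change in either direction 5.05e-06 in leaves and 0.0123 in roots. This fry test asks whether any member changes, and 13 of 17 lists passed it in leaves and 12 in roots. It therefore does not set the family apart.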

WRKY25, whose encoding gene *At2g30250 *showed the highest induction of WRKY transcription factors in *glu1-2 *leaves, has been implicated in the defence against *Pseudomonas syringae *[70]. *WRKY25 *expression has also been shown to be induced in response to heat shock, wounding and oxidate stress. Higher levels of *WRKY25 *transcripts were detected in cytosolic ascorbate peroxidase Apx1-deficient plants, which maintain a high steady state level of H_2_O_2 _and activate ROS defence mechanisms [71].

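ZAT12 (AT5G59820, annotated as RHL41) rose in glu1-2 leaves from a log2 intensity of 6.68 ± 0.37 to 8.76 ± 0.14 (SD, n = 4). The log2 difference was 2.08 (standard error 0.159, limma q = 6.76e-07) in leaves and -0.24 (q = 0.258) in roots, with an organ difference of 2.32 (q = 3.54e-08).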

The C2H2-type zinc finger transcription factor ZAT12 plays an important role in oxidative and abiotic stress response [71-73] and its encoding gene *At5g59820*, is upregulated in *glu1-2 *mutant leaves. *ZAT12 *expression is, like *WRKY25*, induced by heat shock, wounding and oxidate stress and higher transcripts were also detected in cytosolic ascorbate peroxidase (Apx1)-deficient plants [71]. ZAT12 expressing plants can tolerate oxidate stress [71] and show an increased freezing tolerance [73].

The genes encoding the two MYB-related transcription factors LHY (*At1g01060*) and CCA1 (*At2g46830*), which are associated with the circadian clock and act as negative regulators of the periodic flowering pathway [74], were strongly downregulated in *glu1-2 *leaves respectively. A role of LHY and CCA1 in the response to abiotic stresses has also been proposed [75].

Five genes (putatively) encoding bHLH transcription factors were among the 5% most repressed genes in *glu1-2 *leaves. While a role for *BHLH101 *(*At5g04150*) has not been described yet, it is phylogenetically closely linked to *BHLH039 *(*At3g56980*; [76]) which is also strongly repressed in *glu1-2 *leaves. *BHLH039 *has been shown to be downregulated by jasmonic acid (JA), and induced by salicylic acid (SA) [77] and iron deficiency [78]. It should be noted that these two transcription factors are also downregulated in *glu1-2 *roots.

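BHLH101 (AT5G04150) fell from a log2 intensity of 7.17 ± 0.17 to 4.60 ± 0.22 in leaves and from 5.52 ± 0.19 to 4.50 ± 0.28 in roots (SD, n = 4). Its log2 difference was -2.57 in leaves (standard error 0.121, limma q = 1.14e-08) and -1.02 in roots (standard error 0.133, q = 0.000702); both are lower bounds, because both glu1-2 means lie under an intensity of 32. The organ difference of -1.55 (q = 1.3e-06) therefore follows in part from the higher wild type level in leaves. BHLH101 is the gene next to Fd-GOGAT1 in the TAIR10.1 reference table. On the list for iron deficiency, the other measured gene was PYE (AT3G47640), which fell by 0.71 in leaves (q = 2.01e-05) and did not pass in roots (-0.07). Counts of 2 lower in leaves and 1 in roots were the same when adjusted over the list alone. By camera the list had an adjusted p = 0.00481 in leaves and 0.0269 in roots, and 0.155 and 0.147 with an estimated correlation. With 2 measured members it was tested only because the minimum list size was lowered to 2 after p-values at 4 had been seen. In roots the result rests on BHLH101 alone, which the paper already reports as lower in both organs. These p-values therefore say little about the response to iron.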

*DREB2C/DREB2H *(dual probe *At2g40340*/*At2g40350*) are highly upregulated AP2/ERF transcription factors in *glu1-2 *leaves. 

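The shared probe set had a log2 intensity of 3.28 ± 0.14 in wild type and 7.47 ± 0.15 in glu1-2 leaves (SD, n = 4), a difference of at least 4.19, as the wild type mean lies under an intensity of 32 (standard error 0.1, limma q = 4.16e-11). In roots the difference was -0.15 (q = 0.47; organ difference 4.34, q = 8e-14).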

*DREB2C *has been described as being heat and drought inducible and overexpression confers thermotolerance to the plants. Analysis of these plants lead the authors to hypothesise that DREB2C is a late regulator of genes under heat stress [79].

##### Flavonoid biosynthesis is affected in the *glu1-2 *mutant

Flavonoids, which were revealed as affected in the gene sets, are a class of compounds that act for example as protection against abiotic and biotic stresses and their concentrations increase in response to these [80].

Flavonoids are produced from phenylalanine which is synthesised through the shikimate pathway (Figures 13 and 14). In leaves of the *glu1-2 *mutant the phenylalanine metabolism was identified as being negatively affected whereas flavonoid biosynthesis was identified as being positively affected on the transcriptional level (Additional file 2). This could be interpreted as reduced levels of phenylalanine and increased amount of flavonoids and related compounds in *glu1-2 *mutant leaves, although tobacco plants with reduced Fd-GOGAT activity accumulate phenylalanine and tyrosine [11].

**Figure 13:**
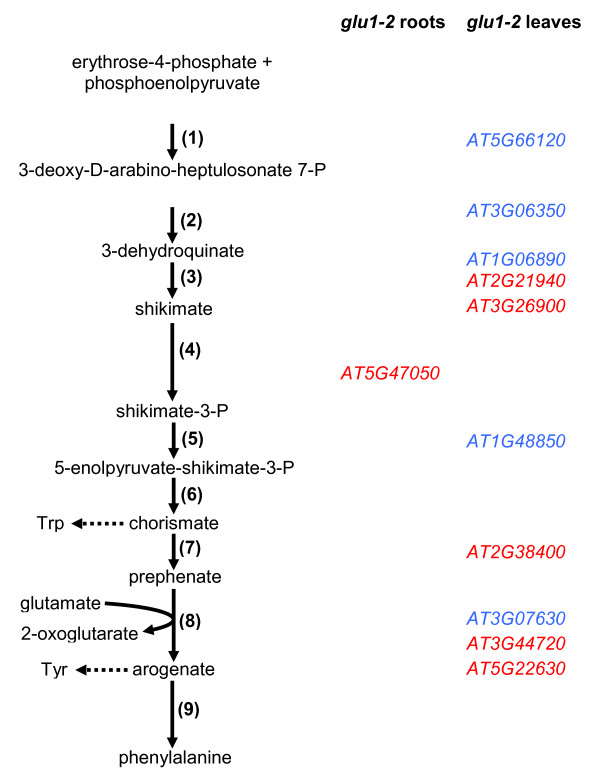
**Changes in gene expression in the shikimate pathway of the *glu1-2 *mutant**. Simplified schematic representation of the shikimate pathway and the genes showing different expression levels in *glu1-2 *leaves and root. Gene IDs indicated in blue are upregulated whereas those indicated in red are downregulated. Enzymes: (1) 3-deoxy-D-D-arabino-heptulosonate 7-phosphate synthase (DAHPS), (2) 3-dehydroquinate synthase (DQS), (3) 3-dehydroquinate dehydratase/shikimate dehydrogenase (DHQD), (4) shikimate kinase, (5) 5-enolpyruvylshikimate-3-phosphate synthase, (6) chorismate synthase, (7) chorismate mutase, (8) prephenate aminotransferase, (9) arogenate dehydratase. The figure is based on [80]. The detailed data of the genes depicted in this figure are presented in Additional file 8.

**Figure 14:**
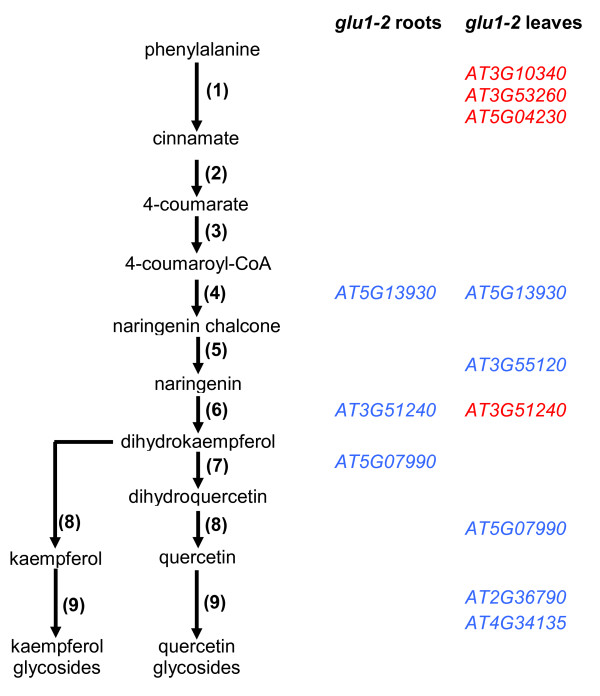
**Changes in gene expression in flavonoid biosynthesis of the *glu1-2 *mutant**. Simplified schematic representation of the flavonoid biosynthetic pathway and the genes showing different expression levels in *glu1-2 *leaves and root. Gene IDs indicated in blue are upregulated whereas those indicated in red are downregulated. Enzymes: (1) phenylalanineammonia lyase (PAL), (2) cinnamate 4-hydroxylase, (3) 4-coumarate-CoA ligase, (4) chalcone synthase, (5) chalcone isomerase, (6) flavanone 3-hydroxylase, (7) flavonoid 3'-hydroxylase, (8) flavonol synthase, (9) flavonol glycosyltransferase. The figure is based on [80]. The detailed data of the genes depicted in this figure are presented in Additional file 8.

Although the expression levels of a fair number of genes implicated in the shikimate pathway were affected in *glu1-2 *leaves (Figure 13), a more detailed analysis shows that most genes are only moderately affected. In addition, no clear trend towards up- or downregulation of the pathway is visible (Additional file 8). Indeed, on one hand the genes encoding 3-deoxy-D-arabino-heptulosonate 7-phosphate synthase DAHPS that have been identified as important targets for regulation of the shikimate pathway are not affected in the *glu1-2 *mutant. On the other hand, the genes encoding 3-dehydroquinate synthase (DQS) and 3-dehydroquinate dehydratase (DHQD) are slightly induced in *glu1-2 *leaves but do not constitute important regulatory steps [80]. One of two putative prephenate aminotransferase-encoding genes (*At2g38400*) is downregulated in *glu1-2 *leaves. Prephenate aminotransferase transfers the amino group from glutamate or aspartate for the synthesis of arogenate. Genes putatively encoding arogenate dehydratase that catalyses the last step of the shikimate pathway leading to the formation of phenylalanine, were either induced, repressed or unaffected in *glu1-2 *leaves (Figure 13). This complex behaviour of the shikimate pathway in response to various treatments and its regulation by feedback mechanisms has been described [80].

As to the flavonoid pathway as such (Figure 14), it may be worth pointing out that although three (PAL2 to 4) of the four genes encoding phenylalanine ammonia lyases that putatively catalyse the first step of the phenylpropanoid pathway [80] are slightly downregulated in *glu1-2 *leaves, PAL1, whose effect on flavonoid accumulation has been shown, was not affected. 

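The chalcone synthase gene TT4 (AT5G13930) rose from a log2 intensity of 9.09 ± 0.18 to 9.79 ± 0.10 in leaves and from 10.34 ± 0.11 to 10.86 ± 0.03 in roots of glu1-2 (SD, n = 4). The log2 differences were 0.70 (standard error 0.102, limma q = 9.8e-05) and 0.51 (standard error 0.0682, q = 0.000765), and the organ difference did not pass (q = 0.14). Of 5 measured genes of phenylpropanoid and flavonoid biosynthesis, from a list of 28, 2 were higher in leaves (1 when adjusted over the list alone), AT4G14090 (0.58) and UF3GT (AT5G54060; 0.51). In roots 1 was higher (4 when adjusted over the list alone), DFR (AT5G42800), with 0.63 (q = 0.00263). UF3GT in leaves, at q = 0.0099, passed without wild type replicate 4 but not without any other leaf array (q from 0.0125 to 0.0321), nor by Benjamini-Hochberg adjustment, renewed quantile normalization or on probe sets of 1 gene alone. DFR in roots did not pass without glu1-2 replicates 1, 3 or 4 (q = 0.01, 0.0106 and 0.0116) or wild type replicate 3 (q = 0.0126), nor with all 16 arrays in one fit (q = 0.024). Taken as a list (camera), these genes had an adjusted p = 0.672 in leaves and 0.000223 in roots, and 0.167 in roots with an estimated correlation. Of the measured genes, UF3GT, AT1G30530 and AT5G17050 also belong to the list of UDP-glycosyltransferases. The counts and the list test therefore cover a narrow part of the pathway and do not describe it as a whole.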

Among the various affected genes was the gene *At5g13930 *encoding chalcone synthase, the first committed enzyme in flavonoid synthesis, which was upregulated in leaves and roots of the *glu1-2 *mutant. *CHS *expression has been shown to be induced by sugar, high light, UV and blue light, and phoshorus and nitrogen depletion [80]. Two genes encoding UGTs that catalyse *in vitro *the transfer of glucose from UDP-glucose to the 7-OH position of flavonols were among the twenty most highly upregulated ones in *glu1-2 *leaves: UGT73B1 [81] and UGT73C6 [82]. UGTs that are involved in flavonoid biosynthesis are essential for the accumulation of flavonoids [80]. It should however be noted that the UGT73C6 is recognised by a probe that also recognises UGT73C5 and the increased signal could therefore also be due to an increased expression of the latter. UGT73C5 is responsible for glycosylating brassinosteroids [83].

In *glu1-2 *roots, PathExpress identifies flavonoid biosynthesis in both down- and upregulated genes, whereas it was revealed by GeneBins only among downregulated genes (Additional files 3 and 4). This downregulation of genes in roots is however hard to sustain by looking at the reduced number of affected genes whose role in this pathway has been confirmed. As to the regulators of the flavonoid biosynthetic pathway, PAP1/MYB75 is the only implicated transcription factor that is affected in *glu1-2 *roots, where it is slightly upregulated (Additional file 8). PAP1/MYB75 is a positive regulator of the flavonoid biosynthetic pathway and is strongly induced by nitrogen deficiency [80]. However the genes encoding PAP2 and MYB12, two other transcription factors of this pathway that are also induced by nitrogen deficiency [80], are not affected in the *glu1-2 *mutant.

The multidrug resistance-related protein (MRP)-type ABC transporters have been implicated in the vacuolar sequestration of phenolic compounds such as flavonoids and anthocyanins, and flavonoids have been suggested as negative regulators of MDR-type members (for review: [84]). A long distance transport of flavonoids by the MRP-type of ABC transporters was also recently suggested, although the transporter and the mechanism were not identified [85]. In total, 11 of the 15 AtMRP-encoding genes are induced in *glu1-2 *leaves, whereas only two are affected in *glu1-2 *roots (Additional file 9). The AtMRP2 to AtMRP5 are ATP-dependent pumps for organic ions [86] and, interestingly, AtMRP2 and AtMRP3 are able to transport glutathione S-conjugates and chlorophyll catabolites into vacuoles [87,88]. AtMRP4 [89] and AtMRP5 are supposedly involved in regulating ion channel activities in guard cells but also have transport activity: folate for AtMRP4 and E_2_17G for AtMRP5. Folate mediates large metabolic fluxes mainly during photorespiration as a cofactor of the mitochondrial GDC/SHM (mentioned before) complex [86]. The roles of the other MRP transporters affected in *glu1-2 *leaves have not yet been described, although the contribution of AtMRP12 in detoxification seems to be marginal [88] and AtMRP15 may possibly constitute a pseudogene [90]. Based on gene expression, Klein et al. [86] speculate that AtMRP14 could be involved in processes controlling seed integrity and germination efficiency such as the regulation of dormancy.

##### Cytochrome P450 monooxygenase-encoding genes are affected in the *glu1-2 *mutant

Another group of enzymes related to stress response are cytochrome P450 monooxygenases. They are known to be involved in the synthesis of structural components, hormones, signalling molecules (e.g. SA and JA) and defense compounds (flavonoids, phytoalexins, glucosinolates). A large number of cytochrome P450s are responsive to hormones, signaling molecules and environmental stresses (for review: [91]). The functions of most of the 245 members of this group of enzymes in *A. thaliana *have not yet been identified, and it is therefore impossible to attribute most of these to particular pathways. Cytochrome P450s are categorised into the gene ontology term GO:0006118 (electron transport), which was revealed as being overrepresented (together with its parent GO:0006091) by GOstat analysis (Additional file 2).

In the *glu1-2 *mutant cytochrome P450 were especially frequent among the most upregulated and downregulated genes in roots. In total 22 and 39 genes annotated as encoding cytochrome P450 are affected in roots and leaves respectively (Additional file 10), indicating that proportionally a greater number of cytochrome P450s were responsive in roots.

Of the 22 genes affected in roots, 9 are repressed and 13 are induced (Additional file 10). Five cytochrome P450 encoding genes (*CYP712A1*, *76G1*, *93D1*, *716A2*, *96A12 *in descending order of induction) are among the 10% most highly induced genes and all but one are specifically affected in roots. On the other hand, the genes encoding the cytochrome P450s CYP71A12, CYP82C4 and CYP81F2 were among the 10% most highly repressed genes in *glu1-2 *roots. The function of CYP71A12and CYP82C4 has not yet been described. It was however shown that *CYP71A12 *expression responded in a similar way to aphid infestation than *CYP71B15*, which is involved in synthesis of the defence compound camalexin [92]. The role of CYP81F2 in the synthesis of indole glucosinolates, another group of compounds involved in plant defence, was recently reported [93]. 

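CYP71A12 (AT2G30750) was lower in glu1-2 roots, and in leaves both means lie under an intensity of 32, where signal was not separated from background. Its log2 intensity went from 4.19 ± 0.41 to 4.89 ± 0.17 in leaves and from 8.11 ± 0.18 to 6.04 ± 0.36 in roots (SD, n = 4). The differences were 0.70 (standard error 0.173, limma q = 0.00358) and -2.07 (standard error 0.155, q = 2.43e-05), and the organ difference, which is limited in the same way, was 2.77 (q = 2.5e-08). The call in leaves ended without wild type replicates 1 or 2 (q = 0.0109 for both) or glu1-2 replicates 1, 3 or 4 (q = 0.0126, 0.0106 and 0.0102).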

In the *glu1-2 *mutant these three genes are repressed in roots while they are induced in leaves. The genes encoding three cytochrome P450 (i.e. CYP79B2, CYP79B3 and CYP83A1) involved in the biosynthesis of glucosinolates are on the other hand induced in *glu1-2 *roots.

In *glu1-2 *leaves, 20 cytochrome P450s were induced whereas 16 were repressed (Additional file 10). 

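CYP81D11 (AT3G28740) rose in glu1-2 leaves from a log2 intensity of 7.62 ± 0.12 to 11.09 ± 0.20 (SD, n = 4), a difference of 3.47 (standard error 0.108, limma q = 3.48e-10). CYP81D8 (AT4G37370) rose by 2.70 (standard error 0.124, q = 9.33e-09) and CYP72A13 (AT3G14660) by 1.44 (q = 1.38e-06). All 3 were named through the leaf-induced genes of Additional file 1, so a rise in leaves is given by the naming. None of the 3 passed in roots, although CYP81D11 did there (-0.30) without the dimmest probe sets (q = 0.00939) and with an intensity trend and robust moderation (q = 0.00452), and each organ difference passed (q = 2.72e-07 or lower). Of 25 other cytochrome P450 genes named by the platform annotation, 3 were higher in leaves, CYP71B22 (1.22), CYP71B23 (0.74) and CYP71B26 (0.39), and 3 lower, CYP71B24 (-1.64), CYP71B35 (-0.83) and CYP71B28 (-0.58). In roots 0 passed. Counts were the same when adjusted over the list alone. Without leaf glu1-2 replicate 4 the q of CYP71B23 was 0.011. As a list, its members had a camera adjusted p = 0.698 in leaves and 0.521 in roots, and fry for change in either direction 6.15e-10 in leaves and 9.39e-05 in roots. The fry test asks whether any member changes, and 27.9% of all probe sets passed in leaves, so it does not set the family apart.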

The two cytochrome P450-encoding genes that show the highest induction in *glu1-2 *leaves are *At3g28740 *(*CYP81D11*) and *At4g37370 *(*CYP81D8*). These genes, together with *At3g14660 *(*CYP72A13*), were among the 30 genes upregulated by cis-jasmone treatment [94]. *CYP81D8 *is also among the eight genes induced early on by imidazolinone treatment, a herbicide inhibiting acetohydroxyacid synthase (AHAS; EC 2.2.1.6) catalysing the first step of valine, isoleucine and leucine synthesis (Figure 8; [95]). Expression of *CYP81D11 *is induced by the application of various chemicals, such as 2,4-D and SA, and bacterial infestation [96]. These and other cytochrome P450-encoding genes upregulated in *glu1-2 *leaves are also particularly responsive to abiotic stresses such as oxidative stress, osmotic stress, cold, heat and salt [97]. Analysis of genes co-expressed with *CYP81D8 *and *CYP81D11 *[97] could also indicate a role in phenylpropanoid biosynthesis. Similarly, cytochrome P450 genes showing the highest downregulation in leaves could be associated with photosynthesis related processes, based on co-expression analysis [97].

##### The detoxification of secondary metabolites and xenobiotics is induced in *glu1-2*

Another indication that *glu1-2 *mutants deploy a general stress response is the change in expression of genes involved in the detoxification of secondary metabolites and xenobiotics.

Some of the cytochrome P450-encoding genes that are affected in the *glu1-2 *mutant may play a role in the phase I of this detoxification [98].

Glutathione S-transferases (EC 2.5.1.18; GSTs), also known as glutathione transferases (GTs), are involved in the second phase of detoxification processes. These enzymes catalyse the conjunction of glutathione (GSH-tripeptide) with electrophilic compounds, to form non toxic derivatives that are ready to be compartimentalised in vacuoles. In addition, GSTs can serve as peroxidases, isomerases and thiol transferases or have non-catalytic functions such as ligand binding and modulation of signalling processes (for review: [99]). Several studies that have analysed the responsiveness of AtGSTs to different stimuli have revealed the complex nature of the regulation of these genes (for review: [100]). In *glu1-2 *leaves the expression of 26 genes coding for (putative) GSTs belonging to the tau (GSTU), phi (GSTF) and zeta (GSTZ) classes are affected, 20 of these being induced and 6 being repressed. 

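Of 13 glutathione S-transferase genes named by the platform annotation, 3 were higher in glu1-2 leaves, GSTU25 (AT1G17180; 5.53), GSTU22 (AT1G78340; 3.69) and GSTU16 (0.62), and 3 were lower, GSTU18 (AT1G10360; -1.0), GSTF4 (-0.42) and GSTU27 (-0.37). Counts were the same when adjusted over the list alone. GSTU25 went from a log2 intensity of 3.98 ± 0.26 to 9.52 ± 0.14 (SD, n = 4; standard error 0.126, limma q = 3.11e-11), and as its wild type mean lies under an intensity of 32 its difference is a lower bound. The list's median log2 difference was 0.08 and its mean 0.714, which 2 genes carry. The camera test gave an adjusted p = 0.0988, and fry for change in either direction 5.48e-08 (8.64e-07 in roots). Most lists passed that fry test in both organs, so it does not set the family apart.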

In *glu1-2 *roots, four glutathione S-transferases are induced and two are repressed (Additional file 11). 

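In roots, 2 of the 13 glutathione S-transferase genes were higher, GSTU18 (0.76) and GSTU20 (AT1G78370; 0.55), and GSTU22 was lower (-0.54), or 3 higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.851). GSTU18 and GSTU22 moved in opposite directions in the organs (organ difference -1.77, limma q = 1.07e-09, and 4.23, q = 6.95e-16). GSTU24 (AT1G17170) rose in leaves from a log2 intensity of 5.12 ± 0.17 to 10.73 ± 0.08 (SD, n = 4; difference 5.61, standard error 0.0964, q = 4.73e-12) and GSTU1 (AT2G29490) by 4.52 (q = 2e-10). The probe set shared by GSTF6 and GSTF7 (AT1G02930, AT1G02920) rose by 1.36. GSTU24, GSTU1 and this shared probe set were named through the leaf-induced genes of Additional file 1, so a rise in leaves is given by the naming.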

Eight GSTU-encoding genes are among the 5% most upregulated genes in *glu1-2 *leaves and *AtGSTU24 *(*At1g17170*), the most highly induced of them, was reported to be induced by herbicide treatment, xenobiotic exposure and in the catalase 2 deficient mutant (characterised by intracellular redox perturbation and activation of oxidative signalling). It was hypothesised that AtGSTU24 could be involved in the conjugation of stress-induced catabolites ([101] and references therein). *AtGSTU24 *has also been shown to be SA inducible [102]. Several of the other highly upregulated GSTU-encoding genes, such as GSTU1, 2, 4, 7, 9, 19, 22, 25 are induced in response to salt stress [103]. As to members of the phi class that are induced in *glu1-2 *leaves, *AtGSTF6/GSTF7 *(*At1g02930*/*At1g02920 *dual probe) are responsive to cold and heat stress, oxidative damage and metal exposure [104]. *AtGSTF2 *has also been shown to be responsive to several stimuli and the protein interacts with flavonoids *in vitro *[105].

UDP-glycosyltransferases (UGTs) use UDP-activated sugars as donor to catalyse the glycosylation of various metabolites and are hence implicated in a series of mechanisms and pathways, including phase II of the detoxification mechanism.

In *glu1-2 *mutant leaves 45 UGT-encoding genes are affected, which represents a third of the approximately 120 UGT-encoding genes that have been identified in the *A. thaliana *genome (for review: [106]). 

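Of 52 genes of UDP-glycosyltransferases named by the platform annotation, 21 were higher and 5 lower in glu1-2 leaves, or 20 and 5 when adjusted over the list alone. The largest rises among these were in the probe set shared by UGT73B2 and UGT73B3 (AT4G34135, AT4G34131), from a log2 intensity of 6.14 ± 0.42 to 11.45 ± 0.09 (SD, n = 4; difference 5.32, standard error 0.167, limma q = 3.77e-10), and in UGT73B4 (AT2G15490; 4.61). UGT73B5 (AT2G15480) rose by 3.8, like UGT73B4 from a wild type mean under an intensity of 32 and so at least by that amount, UGT87A2 by 2.50, UGT84A3 (AT4G15490) by 2.38 and UGT76E12 by 2.16. In roots 0 were higher and 3 lower, UGT73B4 (-0.55), UGT73B5 (-0.50) and UGT72E1 (AT3G50740; -0.49), or 5 lower when adjusted over the list alone. These 3 were higher in leaves (organ difference q = 2.67e-08 or lower). With all 16 arrays in one fit, UGT73B5 in roots had q = 0.015. The number lower in leaves was 3 without wild type replicate 1. By camera the list had an adjusted p = 7.63e-06 in leaves and 0.403 in roots, and 0.155 in leaves with an estimated correlation.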

Thirty-six are induced in *glu1-2 *leaves and fourteen of these are among the top 5% induced genes (Additional file 12). UGT73B1 and UGT73C6, already mentioned above, are involved in flavonoid biosynthesis [81,82]. In vitro essays with UGT73B4 (*At2g15490*) showed that it was able to glycosylate both the 3-OH and the 4-OH position of the benzoate derivative 3,4-dihydroxybenzoic acid [107]. UGT75B1 (*At1g05560*) is associated with the callose synthase complex [108] and is highly induced in oxidative stress catalase 2 deficient mutants [101]. *UGT84A3 *(*At4g15490*) may be involved in sinapate ester metabolism in plants [109]. 

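For the glycosyltransferases that the paper links tentatively to cytokinins, UGT73C1 (AT2G36750) rose in glu1-2 leaves from a log2 intensity of 4.28 ± 0.30 to 8.29 ± 0.12 (SD, n = 4; difference 4.01, a lower bound at this wild type level, standard error 0.136, limma q = 6.96e-10). UGT85A1 (AT1G22400) rose by 1.36 (standard error 0.168, q = 2.91e-05), and UGT76C1 (AT5G05870) fell by 0.77 on the log2 scale (standard error 0.0904, q = 1.85e-05). None of the 3 passed in roots, and all organ differences did (q = 0.00042 or lower).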

Three genes encoding UGTs that may be involved in cytokinin glycosylation [110] were also affected in *glu1-2 *leaves: *UGT73C1 *(*At2g36750*), *UGT85A1 *(*At1g22400*) and *UGT76C1 *(*At5g05870*). Recombinant UGT73C1 is also able to conjugate transformation products of the explosive 2,4,6-trinitrotoluene [111]. UGT84B1 (also known as IAGLU) glucosylates indole-3-acetic acid [112] and the encoding gene *At4g15550 *is also upregulated in *glu1-2 *leaves. 

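This gene, annotated as IAGLU, had a log2 difference of 1.51 in leaves (standard error 0.1, limma q = 2.08e-07) and -0.21 in roots (q = 0.368), and the organ difference passed (q = 1.69e-07). UGT75B1 (AT1G05560) rose by 2.85 in leaves (q = 2e-10) and not in roots (0.11; organ difference q = 2.99e-10).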

UGT74F2 (*At2g34820*) has been described as a salicylic acid glucosyltransferase [107,113] and it has also been hypothesised as playing a role in tryptophan biosynthesis [114].

Several of the UGT-encoding genes that are highly upregulated in *glu1-2 *leaves have been shown to be stress responsive. Recently, *UGT74E2 *(*At1g05680*) was identified as one of eight genes that were rapidly and highly induced upon treatment with the herbicide imidazolinone [95]. This gene was the most highly induced in *glu1-2 *leaves. 

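UGT74E2 (AT1G05680) had a log2 intensity of 5.46 ± 0.45 in wild type and 11.87 ± 0.06 in glu1-2 leaves (SD, n = 4; standard error of the difference 0.178, limma q = 1.77e-10). In roots its difference of -0.51 did not pass (q = 0.0148), but it did without the dimmest probe sets (q = 0.00706), after renewed quantile normalization (q = 0.00872), with each array shifted to the same median (q = 0.00774) and with an intensity trend and robust moderation (q = 0.00184). Its organ difference of 6.92 was the most positive measured over all probe sets (q = 4.86e-15). Some other large values, such as that of AT2G04050 (6.08), rest on dim wild type means and are not exact, so this rank is not certain.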

UGT73B1, UGT73B2 and UGT73B3 have been implicated in the response to oxidative stress and a role in stress response and resistance to *Pseudomonas syringae *was shown for UGT73B3 and UGT73B5 [115,116].

Phase III of xenobiotic detoxification in plants consists of storage of the compounds produced by the mechanisms of two first phases. The multidrug and toxic compound extrusion (MATE) efflux carriers may function in this process, although the transport activities and exact roles of most of these have not yet been described [117]. Fourteen of the 58 MATE protein-encoding gene of *A. thaliana *are induced and five are repressed in *glu1-2 *leaves (Additional file 13). Three are among the top fourteen induced genes in *glu1-2 *leaves: *AtDTX1 *(*At2g04040*), *AtDTX3 *(*At2g04050*) and *AtDTX4 *(*At2g04070*). 

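AT2G04040 rose in glu1-2 leaves from a log2 intensity of 4.41 ± 0.11 to 10.60 ± 0.08 (SD, n = 4; difference 6.19, standard error 0.083, limma q = 5.21e-13), AT2G04050 by 6.26 (standard error 0.147, q = 3.84e-11) and AT2G04070 by 4.26 (standard error 0.0809, q = 7.55e-12). The wild type means of all 3 lie under an intensity of 32, so these are lower bounds. None passed in roots (0.14, 0.19 and -0.10), and the organ differences did (q = 1.9e-15 or lower). The list of MATE transporters by annotation words held 1 measured gene, AT5G52050, which did not pass in leaves (-0.28, q = 0.0334) or roots (0.15, q = 0.25) and passed in leaves without wild type replicate 4.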

AtDTX1 serves as an efflux carrier for plant derived alkaloids [118]. To our knowledge, the functions of AtDTX3 and AtDTX4 have not yet been reported but AtDTX4 was also among the genes that were rapidly induced by the herbicide imidazolinone [95].

##### Numerous other responsive genes linked to a number of different stresses/stimuli are induced in *glu1-2 *leaves

Besides the stress responsive genes and those involved in detoxification mechanisms that were discussed in more detail above, numerous other stress-related genes were affected in the *glu1-2 *mutant. It is beyond the scope of the present article to describe these in detail. This can however be exemplified by the striking overlap between the genes induced in leaves of the *glu1-2 *mutant and those described by Vanderauwera et al. [119] in the catalase 2 deficient CAT2HP1 plant. Of the 55 genes induced more than 3 fold in the CAT2HP1 plant, 45 were also induced in *glu1-2 *mutant leaves (Additional file 14), including cytochrome P450-, GST- and UGT-encoding genes already mentioned above. 

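Of the genes in Additional file 14, which were selected in another study on plants deficient in catalase, 21 were measured. In glu1-2 leaves, 18 were higher and 0 lower, with the same counts when adjusted over the list alone, and the median log2 difference was 1.76. AT1G10585 rose from a log2 intensity of 3.99 ± 0.19 to 7.68 ± 0.22 (SD, n = 4; difference 3.69, a lower bound at this wild type level, standard error 0.124, limma q = 6.43e-10), and OCT5, the transporter gene AT1G79410, by 2.83. AT3G19920 (-0.21), AT2G46940 (0.21) and AT1G53540 (0.23) did not pass. Taken as a list (camera), these genes had an adjusted p = 6.86e-19, and 0.0341 with an estimated correlation, the only list in either organ that passed both ways at the minimum list size of 2 used here. In roots 1 gene was higher, AT5G16980 (0.46, q = 0.00322), and 2 were lower, AT1G26380 (-1.74) and UGT73B5, or 2 and 4 when adjusted over the list alone (camera adjusted p = 0.0850). AT5G16980 in roots lost its call without wild type replicate 1 (q = 0.0118) or glu1-2 replicates 2, 3 or 4 (q = 0.0107, 0.0134 and 0.0134).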

Other similarities in transcriptional responses can be detected between *glu1-2 *mutant plants and plants submitted to cold treatment [73], heat stress [120] and herbicide treatment [95](data not shown). This also exemplifies that the transcriptional response of the *glu1-2 *mutant bears the signatures of a multiple stress response.

## Conclusions

Knocking down the expression of the gene *Fd-GOGAT1 *coding for one of the two ferredoxin-dependent glutamate synthases, which catalyse the ultimate step in the biosynthesis of glutamate, and a key enzyme in the assimilation of inorganic nitrogen, has marked effects on the transcriptome of the plant as evidenced by our microarray analysis of the *glu1-2 *mutant. Even more so as the assayed plants were grown *in vitro *on 1x MS media supplemented with 3% sucrose, and nitrogen supply should not be limiting either under these conditions. Hence, the transcriptional profiling should be viewed under the angle that the growth conditions that were used in the present study do not constitute the most severe conditions possible for the *glu1-2 *mutant. This is also indicated by the fact that the *glu1-2 *mutant described here develops more slowly than wild-type plants when grown on soil, but does eventually complete its life cycle (data not shown). The Fd-GOGAT1 deficient *A. thaliana *mutants described previously display a lethal phenotype [5,7,9]. It should however be noted that the growth conditions for the *glu1-2 *mutant used here, did not prevent plants from showing a chlorotic phenotype, although less severe than in previously published studies.

As *Fd-GOGAT1 *expression is much higher in leaves than in roots of *A. thaliana *at the steady state ([5]; Additional file 1), the effects were expectedly of a larger scale in the leaves than in the roots, both in regard to the number of affected genes and the levels of regulation. The level of downregulation of *Fd-GOGAT1 *itself in the *glu1-2 *mutant is also much more pronounced in leaves than in roots.

Although an effect can be seen on the expression levels of genes involved in primary nitrogen assimilation, glutamate metabolism and related pathways, the number of such genes affected and the scale of changes are more moderate than we expected. This may be explained by the fact that the defect in primary nitrogen assimilation exhibited by Fd-GOGAT mutants are specific to conditions when photorespiration is suppressed [5], which is not the case under the experimental conditions chosen here. Upregulation of *Fd-GOGAT 2 *and *NADH-GOGAT *may also compensate to some extent for the loss of *Fd-GOGAT1*. Metabolic profiling confirmed the expected increase in glutamine levels in the *glu1-2 *mutant but revealed also changes in the levels of other amino acids.

Photosynthesis and related pathways are overall downregulated, which is consistent with the chlorotic phenotype of the *glu1-2 *mutant and the reduced amount of total chlorophyll measured in *gls *mutants [5]. The flavonoid biosynthesis was also revealed as being affected, although a more detailed analysis of the affected genes did not reveal major changes in expression levels, except for genes involved in the production of flavonoid glycosides.

The most pronounced effect at the transcriptomic level could however be seen on genes that are responsive to abiotic stresses and stimuli. Genes that had been described before as being responsive to cold, heat and drought could be identified as being upregulated in the *glu1-2 *mutant, mostly in leaves. Especially striking is the way that oxidative stress response genes and genes involved in detoxification of secondary metabolites are affected in the *glu1-2 *mutant.

Fd-GOGAT plays an important role in the photorespiratory cycle by participating in the reassimilation of released ammonia. Deregulation of photorespiration in the *glu1-2 *mutant may lead to a reduced elimination of excess excitation energy, and hence an imbalance in the redox status. In addition NH_4_^+ ^that accumulates due to the lack of reassimilation through the GS/GOGAT cycle may be perceived by the plant as a toxic compound, triggering a global stress response.

## Methods

### Plant material

The *A. thaliana *T-DNA insertion line SALK_019917 for *Fd-GOGAT1 *(*At5g04140*) was identified in the SALK T-DNA insertion mutant collection [121], seeds were obtained from the European Arabidopsis Stock Centre NASC [122] and homozygous mutant plants (called *glu1-2*) were obtained. The T-DNA insertion was checked by PCR amplification using a T-DNA primer and a *Fd-GOGAT1 *specific primer, and subsequent sequencing of the amplicon. *A. thaliana *ecotype Col-0 was used as wild-type control in all described assays.

### Plant growth conditions

Wild-type Col-0 and mutant *glu1-2 *seeds were surface sterilised and sown on solid *in vitro *cultivation medium consisting of 1x Murashige and Skoog basal salt mixture, 3% sucrose, 0.75% phytoagar (w/v), pH5.7. This medium contains 1650 mg ammonium nitrate/L. Seeds were stratified for 3 days at 4°C before being transferred to a controlled growth chamber under a 16 hour photoperiod (light intensity: 75 μmol.m^-2^.sec^-1^) at 21-23°C.

### Microarray analysis

For microarray experiments of wild-type and *glu1-2 *mutant plants, four biological replicates of each were processed simultaneously through the following procedure. Leaves and roots of 18 day old *in vitro *grown plantlets were harvested separately and immediately flash-frozen in liquid N_2_. Harvesting of tissue was performed two hours after onset of the 16 hour light period. The harvested tissue was stored at -80°C until further processing. Total RNA was extracted from plant tissue (300 mg roots, 500 mg leaves) using the RNeasy Plant Midi kit (Qiagen, Hilden, Germany) following the supplier's instructions. RNasin (Promega, Madison, USA) was added to the RNA to the final concentration of 1 U/μl. RNA quality was assessed by standard denaturing agarose gel electrophoresis and RNA concentration was measured with a NanoDrop ND-1000 (Nanodrop, Delaware, USA). To prepare the samples for microarray experiments the "GeneChip Expression Analysis" procedure of Affymetrix (Santa Clara, USA) was followed. Briefly, 10 μg total RNA was processed through a one-cycle cDNA synthesis procedure, the resulting double-stranded cDNA was cleaned up and submitted to the synthesis of biotin-labelled cRNA. This biotin-labelled cRNA was then cleaned up, quantified and fragmented before being hybridized to Affymetrix GeneChip Arabidopsis ATH1 genome arrays. After 16 hours of hybridization the arrays were processed through the washing and staining procedures, before being scanned and analysed. Microarray data files have been deposited in the Gene Expression Omnibus (GEO accession number: GSE20493).

### Statistical analysis of microarray data

The microarray data were preprocessed using the Robust Multichip Average (RMA) package [123] as implemented in R [124]. The data were normalized using quantile normalization, and expression measures were produced by fitting the RMA robust linear model. Differentially regulated genes were identified using moderated t-tests discussed in [125] and implemented in the Limma package for R. To adjust for the large number of hypothesis tests made, the q-value [126] associated with each p-value was also calculated. The q-value for a gene is the expected proportion of false positives one will get when calling that gene significant. For a gene to be considered significantly differentially expressed in this experiment its q-value was required to be lower than 0.01. In effect, this means controlling the false discovery rate (FDR) [127] in the experiment at a 0.01 level.

### Genome annotation

Genome annotation as given in the tables originates from Affymetrix (Santa Clara, USA). This was supplemented/updated by information provided by The Arabidopsis Information Service (TAIR; [128]) and the Salk Institute Genomic Analysis Laboratory (SIGnAL; [121]).

Biochemical pathways were assessed according to published data (see referred articles at the respective places in the text) and information provided by the AraCyc database [129], the Kyoto Encyclopedia of Genes and Genomes (KEGG; [130]) and the Expert Protein Analysis System (ExPASy; [131]).

Classification into GO terms were taken over from the software in question (e.g. GOstat, MapMan) but AmiGO [132] and the GO annotation at TAIR [128] were used for more extensive searches.

### NMR spectroscopy of total metabolites and principal component analysis (PCA)

Total metabolites were extracted from freeze-dried plant material according to Liang et al. [133] with some modifications. Fresh plant material (0.5 g) was freeze-dried and extracted with 1.5 ml mixture of KH_2_PO_4 _buffer (90 mM, pH 6.0) in D_2_O containing 0.05% TSP (trimethylsilyl propionic acid sodium salt, w/v) and methanol-*d*_4 _(1:1). The extract was vortexed for 30s, centrifuged at 4500 rpm for 10 min and filtered through glass wool. Five hundred microliters of the supernatant were taken for NMR spectroscopy analysis.

NMR spectroscopy was performed at 25°C on a Bruker DRX 600 spectrometer (Bruker, Rheinstetten, Germany) resonating at 600.13 MHz fitted with a 5 mm BBO probe. The frequency lock was done on MeOD. 1D ^1^H-NMR spectra were recorded with presaturation of the residual water resonance in the interscan delay using a standard Bruker pulse sequence (zgpr). A 90° excitation pulse was used to record 256 FID's with a spectral width of 8389 Hz averaged into 32 k data points with an acquisition time of 3.91 s. The interscan delay was 3 s. ^1^H, ^1^H-COSY NMR spectra with the same spectral width as the 1D spectra were recorded with 2048x512 data points in the F2xF1 directions. Presaturation of the residual water resonance was done in the interscan delay using a standard Bruker pulse sequence (cosyqfpr). 16 FID's were recorded for each increment in the F1 direction. A square sine bell window function was applied in both directions and zero filling in the F1 direction was applied to give the processed spectrum a resolution of 2048x2048 data points.

The NMR spectra were exported from TOPSPIN and imported into R [124] where the datasets were compiled. SpecAlign [134] was used for peak alignment of the spectra. Principal Component Analysis (PCA) was performed in R using the pls library of Mevik et al[135]. The loading plots from the analyses were used to identify the resonances that were different between the groups.

## Authors' contributions

RK, PW, TSJ, DHTT, TRS and AMB drafted the manuscript. RK and PW analysed the transcriptional data. TSJ performed statistical analysis of the transcriptional data. TRS performed NMR spectroscopy and analysed NMR results. TC performed the verification of the T-DNA insertion mutant and a preliminary microarray characterisation on a home-made 2K chip. PW, DHTT and AMB designed the study and AMB coordinated the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Transcriptional data of *glu1-2***. Detailed lists of genes whose expression is affected in leaves and roots of 18 day old *glu1-2 *mutant plants Click here for file

Additional file 2 **GOstat analysis of *glu1-2 *transcriptional data**. GO_biological_process terms identified by GOstat [13] as being overrepresented (P = 0.01 with FDR/Benjamini correction) among the genes affected in *glu1-2 *mutant leaves and roots. Click here for file

Additional file 3 **PathExpress analysis of *glu1-2 *transcriptional data**. Identification by PathExpress [14] of affected pathways among the sets of genes whose expression is affected in the *glu1-2 *mutant. Click here for file

Additional file 4 **GeneBins analysis of glu1-2 transcriptional data**. BINs identified by GeneBins [15] as being affected in the datasets of genes that show a different expression in *glu1-2 *organs compared to wild type. Click here for file

Additional file 5 **2-oxoglutarate synthesis and TCA cycle**. Genes whose expression is affected in *glu1-2 *mutant leaves and that encode enzymes involved in 2-oxoglutarate synthesis and the TCA cycle. Click here for file

Additional file 6 **Photosynthesis and related pathways**. Genes whose expression is affected in *glu1-2 *mutant leaves and roots and that encode enzymes involved in photosynthesis related GO categories and bins as identified by GOstat [13], AmiGO [132] and MapMan [12] respectively. Click here for file

Additional file 7 **Transcription factors**. Genes encoding WRKY, C2H2, CCCH, MYB, bHLH or AP2/ERF transcription factors and that show different expression in the *glu1-2 *mutant. Click here for file

Additional file 8 **Shikimate pathway and flavonoid biosynthesis**. Genes implicated in the shikimate pathway and flavonoid biosynthesis, and that show different expression in the *glu1-2 *mutant. Click here for file

Additional file 9 **ABC transporters**. Genes whose expression is affected in the *glu1-2 *mutant and that encode ABC transporters. Click here for file

Additional file 10 **Cytochrome P450 monooxygenases**. Cytochrome P450-encoding genes whose expression is affected in the *glu1-2 *mutant. Click here for file

Additional file 11 **Glutathione S-transferases**. Genes encoding glutathione S-transferases (GSTs) and that show different expression in the *glu1-2 *mutant. Click here for file

Additional file 12 **UDP-glycosyltransferases**. Genes encoding UDP-glycosyltransferases (UGTs) and that show different expression in the *glu1-2 *mutant. Click here for file

Additional file 13 **MATE efflux family proteins**. Genes coding for multidrug and toxic compound extrusion (MATE) efflux carriers and that show different expression in the *glu1-2 *mutant. Click here for file

Additional file 14 **Comparison with catalase 2 deficient plants**. Comparison of induced transcriptional responses in catalase 2 deficient plants CAT2HP1 and *glu1-2 *mutant leaves. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

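Expression was measured with Affymetrix ATH1 arrays in rosette leaves and in roots of glu1-2 and of the wild type Col-0, 4 arrays for each organ and genotype. The authors preprocessed the scans by RMA as implemented in R, with quantile normalization and a robust linear model per probe set, for which the paper gives no version. The intensities were normalized by the authors by RMA in this way, and as deposited they are whole numbers on the linear scale, from 6 upwards, equal within rounding to 2 to the power of the log2 replicate values in Additional file 1, and not log2 values. They were taken to log2 and used without further normalization. The median intensity per array was 97 to 102 in leaves and 106 to 110 in roots, and 30.5% of values lay under 32.

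Of 22279 probe sets, 13 controls were left out and 22266 tested. Names came from the platform annotation, which gives 1 gene for 13226, several for 481 and none for 8559, and symbols from a reference table in which 42 gene entries had no match. A further 595 probe sets were named by matching the 8 replicate values of 1369 genes in Additional file 1, and 5 by those in Additional file 5, which leaves 7959 unnamed. The copy of Additional file 1 used here holds only part of that file, all of it genes induced in leaves, so these names served to report genes and not to count members of lists. The 1362 matched probe sets all passed here, with a median difference in log2 ratio of 0.00109 from the authors' values. The probe set of Fd-GOGAT1 was the only one within 0.05 of the 4 values that the paper states for it. Of 109 table and text entries for genes in the paper, 57 had a probe set here.

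Tests were made with limma 3.58.1 in R 4.3.3, with Python 3.11.15 for annotation and figures. Each organ was fitted alone, glu1-2 against the wild type over 8 arrays without pairing, by moderated two-sided tests. The q-value followed Storey's method, with the share of unchanged probe sets estimated by a smoother over lambda from 0 to 0.95 in steps of 0.05 (3 degrees of freedom), which gave 0.487 in leaves and 0.774 in roots, and the threshold was 0.01 as in the paper's methods. The difference in effect between organs was a contrast over all 16 arrays, and wild type leaves were compared with wild type roots over 8 arrays. Overlaps between organs used Fisher's exact test, and single values exact permutation tests of 4 against 4 arrays. With changes added to 200 of 22266 probe sets of simulated data, the leaf fit found 87% of changes of 1 and 100% of changes of 2 on the log2 scale, with 0 unchanged probe sets passing, and the root fit 95% and 99%, with 2.

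Named genes are those the paper names, the 10 largest rises and falls per organ with all 4 arrays separated and exactly 1 gene, up to 4 passing members of each list and the 5 largest organ differences each way. Values in the paper's tables had been seen when this rule was set. Lists of genes were fixed by pathway knowledge, by annotation words for families, or from Additional file 14 for the genes of plants deficient in catalase, and 1 probe set per gene was counted. Members were also counted with p-values adjusted by Benjamini-Hochberg over the list alone, at 0.01. Each list with at least 2 measured members was tested by camera with a preset correlation of 0.01, by camera with an estimated correlation, and by fry, with Benjamini-Hochberg adjustment over 17 lists per organ at 0.05. The minimum was first set at 5 members, then run at 4, whose p-values were seen, and then set at 2, since none had been fixed. The calls are the same at each minimum but for the photosystem list in roots with an estimated correlation, which passes at a minimum of 5 and not at 4 or 2.

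Alternatives were Benjamini-Hochberg adjustment, q under 0.05, a log2 difference of at least 1, a replicate block, all 16 arrays in one fit, leaving out the probe sets below the 0.25 quantile of intensity, renewed quantile normalization, a shift of each array to the same median, probe sets of exactly 1 gene, an intensity trend with robust moderation, and leaving out each array in turn. Metabolite measurements and enrichments of annotation terms were not analysed here.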

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

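The tests with the leaf markers, with the 100 most leaf-specific probe sets and on the plastid transcripts, and that of the spread between root arrays, were chosen after the results they bear on had been seen. In 35 of 584 groups of 4 arrays, 4 groups for each of 146 named genes or probe sets, 1 array lay far from the other 3, as measured by the gap to the nearest array divided by the range of the group. Chance alone gives this in about 5% of groups. The arrays with the most such groups were leaf wild type replicate 2, with 7, and root wild type replicate 3, with 5. The ratio of gap to range follows each gene, and a ratio of 1 means that the other 3 arrays had the same rounded intensity. In wild type leaves, replicate 1 was the highest for AT1G66100 (0.903). Replicate 2 was the lowest for GSTU18 (0.839), DTX1 (1), AT2G23270 (1), ABCB4 (0.853) and AT5G03350 (0.939). Replicate 2 was the highest for WR3 (0.832) and AT5G62360 (0.867). The lowest array was replicate 3 for BHLH101 (0.894). The highest array was replicate 3 for ZAT12 (0.84). In glu1-2 leaves, replicate 1 was the lowest for nad7 (1) and AT1G80320 (0.849). Replicate 1 was the highest for UGT74E2 (0.891). Replicate 2 was the lowest for COR15B (0.867) and PORB (0.946). Replicate 2 was the highest for AT1G52820 (0.876). The lowest array was replicate 3 for AT1G11860 (0.854) and AT1G13130 (0.888). The highest array was replicate 3 for psbA (0.939). In wild type roots, replicate 1 was the lowest for ABCB4 (0.841). Replicate 1 was the highest for AT3G23880 (1) and GLT1 (0.847). Replicate 2 was the lowest for AT4G14090 (0.871). The lowest array was replicate 3 for CARB (0.848), HPR (0.934) and HEME1 (0.836). The highest array was replicate 3 for psbC (1) and GSTU24 (0.855). The highest array was replicate 4 for AT1G26380 (0.934) and AT2G23270 (0.834). In glu1-2 roots, replicate 1 was the highest for GSTU1 (0.869). Replicate 2 was the lowest for NRT1.7 (1). The highest array was replicate 3 for NIR1 (0.867). The highest array was replicate 4 for AT1G10585 (1) and ZAT12 (0.857).

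The effect of glu1-2 differed between leaves and roots for 5754 probe sets, or 25.8% of those tested, and for 129 of the 146 named genes or probe sets, many of which were chosen for large differences (limma contrast over 16 arrays, q under 0.01). The values that follow are the log2 difference in leaves minus the log2 difference in roots, and they are not exact where a group mean lies under an intensity of 32. This value was above 0 and largest in size for UGT74E2 (6.92), AT2G04050 (6.08), DTX1 (6.05), AT2G18190 (6.02), ABCB4 (5.88), GSTU25 (5.83), GSTU24 (5.69), UGT73B2/UGT73B3 (5.67), UGT73B4 (5.16), GSTU1 (4.74), AT2G04070 (4.37) and BAM5 (4.34). Smaller values above 0 were those of AT2G40350/DREB2C (4.34), UGT73B5 (4.3), GSTU22 (4.23), UGT73C1 (3.86), CYP81D11 (3.77), AT5G51440 (3.74), AT1G10585 (3.51), CYP81D8 (3.19), AT5G16980 (2.90), AT1G26380 (2.87), CYP71A12 (2.77) and UGT75B1 (2.74). They were followed by AT5G35940 (2.67), AT4G00910 (2.36), ZAT12 (2.32), UGT84A3 (2.08), AT2G29500 (2.05), AT1G26390 (2.04), PDF1.2 (1.88), WRKY25 (1.86), AT2G23270 (1.78), IAGLU (1.72), GSTF6/GSTF7 (1.71) and UGT85A1 (1.59). Next in size came GAD3/GAD4 (1.38), AMT2 (1.38), CYP72A13 (1.34), AT3G12900 (1.34), UGT72E1 (1.34), NRT1.7 (1.27), CYP71B22 (1.26), GLN1.1 (1.20), GDH2 (1.18), STZ (1.14), AT3G55790 (1.10) and CYP71B23 (1.06). Then came GLU2 (1.06), AT3G23940 (1.01), AAP5 (0.97), AT1G13130 (0.95), ASP2 (0.93), UCP5 (0.89), NIR1 (0.88), NAGS2 (0.87), CCOAMT (0.82), GSH2 (0.82), GLT1 (0.82) and WR3 (0.77). Values above 0 also belonged to GLN1.3 (0.77), WRKY47 (0.77), POP2 (0.73), WRKY6 (0.71), CARA (0.70), AT5G62360 (0.65), GSTU16 (0.65), mtLPD2 (0.64), ASP3 (0.62), GI (0.60), CARB (0.57) and AT4G24830 (0.55). The smallest values above 0 were those of OTC (0.51), ASPGB1 (0.50) and AT3G58610 (0.47). This value was below 0 and largest in size for Fd-GOGAT1 (-5.23), AT1G13650 (-4.31), AT1G66100 (-3.46), AT1G62510 (-3.32), AT2G15020 (-3.18), AT2G32160 (-2.89), AT1G60590 (-2.74), MSRB6 (-2.73), AT3G22240 (-2.59), AT5G03350 (-2.33), GSTU18 (-1.77) and AT3G23880 (-1.64). Smaller values below 0 were those of CYP71B24 (-1.56), SBPASE (-1.55), BHLH101 (-1.55), PRK (-1.46), AT1G68040 (-1.41), HPR (-1.40), AT1G80320 (-1.37), AT1G52820 (-1.35), IAA29 (-1.27), AT5G13140 (-1.17), psbC (-1.17) and AT1G30515 (-1.15). They were followed by CHLM (-1.08), UMAMIT14 (-1.04), PORB (-0.97), psbA (-0.97), LHCB4.2 (-0.93), COR15A (-0.92), PSBY (-0.91), AT1G32470 (-0.86), HEME2 (-0.85), PSAN (-0.85), RCA (-0.84) and FUM1/FUM2 (-0.83). Next in size came CHLI2 (-0.82), HEME1 (-0.81), CYP71B35 (-0.78), LSH10 (-0.77), KIN2/KIN1 (-0.76), AT3G21670 (-0.75), PSAE-1 (-0.73), UGT76C1 (-0.68), GolS3 (-0.66), PYE (-0.64), nad1 (-0.61) and AT1G11860 (-0.59). The smallest values below 0 were those of AT1G56190 (-0.55), AT1G80380 (-0.50), AT3G15450 (-0.47), GLR1.4 (-0.44), nad7 (-0.41) and ZAP1 (-0.38).

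The paper does not compare all genes between the organs of the wild type. In the wild type arrays, 16733 probe sets differed between leaves and roots, 8227 higher in leaves and 8506 lower (limma, n = 4, q under 0.01).

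Of 11 measured photosystem and Calvin cycle genes, 8 passed as higher in glu1-2 roots, while with an estimated correlation neither list passed by camera (adjusted p = 0.0636 and 0.104) at the minimum list size of 2. At a minimum of 5, the first that was set, the photosystem list passed. Over these genes the median log2 difference was 0.49 (0.18 to 0.87), and without any 1 root array it stayed at 0.435 or above, so no single array carries the median. Fewer calls remained with fewer arrays, as photosystem genes past the threshold fell from 5 to 2 and Calvin cycle genes from 3 to 2 without root glu1-2 replicate 2. With wild type leaves as the leaf profile, leaf tissue in the glu1-2 root samples would need a median of 3.2% of leaf RNA (1.54% to 15.9% over the 11 genes). This would raise the 100 most leaf-specific probe sets outside these lists by a median of 1.31, or 0.78 at the lowest share. Their median of measured minus expected rise was -1.35. The measured median was -0.01 (quartiles -0.19 and 0.15), with 7 higher and 1 lower. This argues against leaf tissue of the wild type profile. Leaf tissue in these samples would be of glu1-2, and that profile was not used. The 4 leaf markers fell short of the expected rise by a median of -0.178 (standard error 0.0489), and that test was set aside after its value was seen, because their expected intensity in roots, 27.5, is below 32, a bound also set after. A response of roots to the genotype, or to a change in plastid development or in light reaching the roots, stays open and was not tested.

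Of 76 plastid probe sets, 12 passed as lower in glu1-2 leaves (2 when adjusted over the list alone, 21 without the dimmest probe sets), and the list did not pass by camera with an estimated correlation (adjusted p = 0.531). The means over the 76 plastid probe sets per array overlapped, at 10.09, 9.96, 9.79 and 9.83 in the wild type and 9.84, 9.54, 8.83 and 9.52 in glu1-2, with an exact permutation p of 0.0857 (two-sided), so that spread between arrays of 1 genotype may account for the pattern. That test ignores the replicate numbers, and glu1-2 lay below the wild type array of the same number in each case. No single array carries the whole fall, since the median of -0.42 stayed at -0.251 without glu1-2 leaf replicate 3 and further from 0 without any other leaf array. The 16 mitochondrial probe sets did not overlap (difference -0.35, exact permutation p = 0.0286), while in roots the exact p was 0.971 for plastid and 0.0571 for mitochondrial probe sets. A biological fall in plastid transcripts stays open beside the spread, and how far this signal follows transcript abundance was not tested.

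BHLH101, the gene next to Fd-GOGAT1, was lower in both organs. If an effect of the T-DNA reached the genes around Fd-GOGAT1, at least as many genes within 10 on either side were to be lower in leaves as not, but 3 of 9 measured ones were (AT5G04070 -0.39, AT5G04080 -0.52, AT5G04160 -0.41), 0 were higher, and 0 changed in roots. The largest fall among them was -0.564 (GYRB3, q = 0.026, not past the threshold), far from the fall of at least 2.57 of BHLH101, which argues against a shared effect on the region as its whole cause. The neighbours lean lower, with a median of -0.26, and an effect on the adjacent gene alone stays open, as does a change in iron status, since PYE also fell in leaves.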

How the results depend on the processing

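The minimum list size of 2 was chosen after p-values at a minimum of 4 had been seen, and no other alternative was chosen after the results. No named difference that passed reversed its direction under any of them, but the balance in leaves did turn, with 4401 higher and 4566 lower at q under 0.05 and 2873 and 4016 with the same median. The counts of leaf probe sets (3154 higher, 3054 lower) and of organ differences (5754) stayed within 1.5 times their value by Benjamini-Hochberg adjustment (leaf 2766 and 2593), by q under 0.05, a replicate block, all 16 arrays in one fit, without the dimmest probe sets, renewed quantile normalization, a shift to the same median and an intensity trend with robust moderation.

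With an absolute log2 difference of at least 1 also required, 547 were higher and 406 lower in leaves, 26 and 27 in roots, 1187 had an organ difference and 6 passed in both organs, by construction fewer. On probe sets of exactly 1 gene the counts were 1668, 1579, 161, 124, 3022 and 121, because fewer are tested. At q under 0.05, 793 were higher and 707 lower in roots and 788 passed in both organs. An intensity trend with robust moderation gave 536, 450 and 456, and the cause was not tested. With the replicate number as a block, 146, 103 and 102 passed. The replicate numbers were not taken to pair the arrays, since same-numbered arrays had correlations of their deviations of only -0.042 to 0.133. Same-numbered arrays were most alike in 3 to 5 of 8 cases, with 4 arrays to choose from, so some pairing is not excluded. If the numbers pair nothing, the block only takes degrees of freedom. Under it 0 photorespiration genes were higher in roots instead of 2, 2 photosystem genes instead of 5, and 20 plastid probe sets lower in leaves instead of 12. Of the probe sets that passed in both organs, 39 instead of 116 were lower in leaves and higher in roots, and 19 instead of 69 lower in both. Under it 245 of the 632 root probe sets and 5553 of the 6208 leaf probe sets still passed.

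Leaving out 1 array at a time gave 2706 to 3166 higher and 2588 to 2933 lower in leaves, 210 to 284 higher and 128 to 216 lower in roots, 5169 to 5982 organ differences and 144 to 268 in both organs, with fewer arrays. The lowest counts in roots and in both organs came without root glu1-2 replicate 2. The log2 difference of Fd-GOGAT1 between wild type leaves and roots ran from 5.65 to 5.98 and passed under each alternative that could be run. The choice of its probe set by the wild type levels makes this nearly certain. The alternative of 1 gene per probe set could not be run for Fd-GOGAT1, as its probe set is unnamed. No named gene had another probe set of its own to compare.

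Of 146 named genes or probe sets, 121 passed in leaves and 48 in roots. Leaving out 1 array ended between 2 and 7 leaf calls and between 3 and 9 root calls, Benjamini-Hochberg adjustment ended 6 in leaves and 0 in roots, and the replicate block 1 and 17. Of 17 lists tested per organ, camera passed 8 in leaves and 7 in roots, but 1 and 0 with an estimated correlation. The fry test passed 11 and 7 for one direction and 13 and 12 for either. Signal limits the dim probe sets, as 30.5% of values lie under an intensity of 32, and rounding moves a log2 value by at most 0.12 at the lowest.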

Differences from the paper's values

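No test here was chosen after the result was seen. Of 53 values of the paper that were compared, 1 differs. For the asparaginase gene AT3G16150 the paper's Table 2 gives a log2 difference of -0.481 in leaves, and the value here is 0.0164 (q = 0.459). All alternatives set before the data were examined also differ, with values from -0.07 to 0.12. In roots the value here is -0.4815 (q = 0.00628), a cell the paper's table leaves empty. The value printed for leaves thus matches the root difference found here and not the leaf difference. The paper's text describes the asparaginase genes as not affected in leaves, as found here for this gene. The other 32 log2 differences lay within 0.00711 of the paper's. The values here start from the authors' own RMA measures, and some probe sets were named by matching the authors' replicate values. The lowest difference in leaves is that of the probe set chosen by the paper's values for Fd-GOGAT1. This closeness is therefore in large part by construction. The paper's counts are of genes and those here of probe sets, at the same threshold on q, and they differ by less than 1.5 times.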

Other observations

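The test of spread was chosen after the counts it bears on had been seen. Roots had 632 probe sets past the threshold and leaves 6208. The median residual SD was 0.115 in roots and 0.142 in leaves, a ratio of 0.81, so a larger spread between root arrays does not account for the lower number. Among the 15779 probe sets above the 0.25 quantile of intensity in both organs, 35.8% passed in leaves and 3.31% in roots, a ratio of 10.8, so fewer probe sets with signal in roots do not account for it either. The median absolute log2 difference over all probe sets was 0.179 in leaves and 0.0835 in roots.

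The number of probe sets past the threshold was compared with that under other splits of the same arrays. For leaves and for roots, the real split was the only 1 of 35 with as many (6208 and 632, against 0 as the highest of the others). That is the smallest share that 35 splits can give. Every other split mixes the genotypes, so a real difference adds to the spread within its groups and lowers its count. The comparison therefore cannot by itself exclude chance as the source. For the organ difference the real split was the only 1 of 100 drawn with as many as 5754. The highest of the others had 4683. This was 1 of 3 drawn splits that keep the leaf arrays in their real groups, and the other 96 had 44 or fewer.

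Of 4 measured leaf tissue markers and 3 root tissue markers, 0 were higher and 0 lower in either organ, also when adjusted over the list alone (limma; camera adjusted p = 0.672 for both lists in leaves, 0.403 and 0.183 in roots). At an unadjusted p under 0.05, YAB5 was higher in both organs, EXPA18 lower in leaves and higher in roots, and FMA lower in leaves. The glutamate receptor gene GLR1.4 (AT3G07520) fell by 0.45 on the log2 scale in leaves (q = 0.000516), and mtLPD2 (AT3G17240), for the L protein of glycine decarboxylase, rose by 0.69 (q = 1.64e-05). No member of the lists of cytosolic ribosomal proteins or ABCC transporters is named by the platform annotation.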
